# Dynamic Patterns of Threat-Associated Gene Expression in the Amygdala and Blood

**DOI:** 10.3389/fpsyt.2018.00778

**Published:** 2019-01-17

**Authors:** Adriana Lori, Stephanie A. Maddox, Sumeet Sharma, Raül Andero, Kerry J. Ressler, Alicia K. Smith

**Keywords:** threat, fear, PTSD (post-traumatic stress disorder), amygadala, stress

## Abstract

Stress and trauma profoundly influence psychiatric biobehavioral outcomes. The identification of treatment and biomarker targets would be accelerated by a broad understanding of the biological responses to these events. The goal of this study was to determine genes responsive to auditory fear conditioning (FC), a well-characterized amygdala-dependent rodent model of threat-exposure, in the presence or absence of prior stress history, providing insight into the physiological processes underlying response to trauma. RNA-sequencing was performed in blood and amygdala from mice that underwent fear conditioning with (Immo+FC) and without (FC) prior immobilization stress, a paradigm that induces HPA axis, and behavioral stress sensitization. In the amygdala, 607 genes were regulated by FC vs. home-cage (HC) controls, and 516 genes differed in stress-sensitized mice (Immo+FC vs. FC). In the former, we observed an enhancement of specific biological processes involved in learning and synaptic transmission, and in the latter processes associated with cell proliferation and the cellular response to drugs. In the blood of stress-sensitized animals, 468 genes were dynamically regulated when compared to FC, and were enriched for the biological pathways of inflammation and cytokine signaling. This study identified genes and pathways that respond to threat in the amygdala and blood of mice with and without a prior stress history and reveals the impact of stress history on subsequent inflammation. Future studies will be needed to examine the role of these dynamically regulated genes may play in human clinical stress and trauma-related disorders.

## Introduction

Post-traumatic stress disorder (PTSD) is a pervasive and debilitating psychiatric disorder that develops in vulnerable individuals after exposure to variable levels of trauma. A prior stress event, particularly early life trauma or abuse, has also been shown to cause poor psychiatric outcomes in adults, increasing risk for and the severity of PTSD (1, 2). The characteristic features of PTSD, such as hypervigilance and heightened startle reactions (DMS-V), associate with a patient's inability to regulate their fear response in the presence of a non-threatening situation (3, 4). Human neuroimaging studies and animal models have well established that the amgydala plays a central role in the processing of fearful and threatening stimuli and in mediating the constellation of responses that are associated with fear and threat-related behaviors (5, 6). Accumulating and compelling evidence now suggests that PTSD is associated with dysregulation of the amygdala, generally hyperactivity, in response to trauma-relevant or emotionally salient cues (7, 8).

Recent studies have identified differential gene expression patterns in blood between PTSD cases and trauma-exposed controls, reporting possible genes, and pathways associated with PTSD, several of which show dysregulation of the immune system and glucocorticoid pathways (9). However, there is limited knowledge of the degree of correlation between gene expression changes, accompanying trauma, and psychiatric conditions (e.g., PTSD) in the blood and those in the brain. Additionally, because of the obvious limitations of availability of human brain tissues, there had been paucity of brain-based transcriptomic studies. While transcriptomic studies from human post-mortem issues can aide in examining persistent, long-lasting changes in gene expression relevant to specific disease states, they do not permit examination of the transcriptional changes which occur in brain regions relevant for stress and trauma-related disorders at times proximal to trauma.

In this regard, traumatic memory formation in animal models can facilitate identification of genes whose expression is comparable between the amygdala and blood. As such, studies employing rodent models of stress and threat exposure may present a powerful approach toward bridging this gap. Moreover, studies examining the molecular mechanisms associated with the formation and persistence of threat-relevant memories have largely utilized Pavlovian fear-conditioning (FC), employing as conditioned stimulus either novel auditory cues to result in a largely amygdala dependent memory, or spatial, and contextual cues that integrate hippocampal and amygdala regions to regulate learning (5, 10). As much work has shown in human clinical studies has noted the importance of the amygdala in the pathophysiology of trauma-relevant disorders (11–13) and the impact of prior stress history on later risk for the development of PTSD accompanying trauma (14), we were most interested in examining the molecular changes occurring within the amygdala in the time period proximal to trauma. To meet this objective we used paradigm previously utilized by our group which has confirmed that mice immobilized for one 2 h session, 1 week prior to auditory FC have impaired fear extinction and retention, phenotypes that are seen in human clinical PTSD (15, 16). In addition to the observed behavioral phenotype, mice exposed to the immobilization paradigm had hypothalamic-pituitary-adrenal (HPA) axis hypersensitivity, and transient changes in plasma corticosterone levels (4, 17). HPA axis abnormalities, such as low levels of cortisol in urine and plasma or higher suppression of cortisol in response to dexamethasone have been also reported in PTSD patients (18, 19). As the prior (immobilization) stress history model replicates many of the behavioral and hormonal alterations that are observed with human clinical trauma-relevant disorders (20, 21), we utilized a robust mouse model of stress exposure and auditory fear conditioning to identify changes in gene expression in the amygdala response to fear conditioning with and without prior stress.

Ultimately, our goal was to identify correlated patterns of gene expression between blood and brain under these conditions to facilitate interpretation of blood-based studies of PTSD and to provide new insight into the pathophysiology stress-related disorders.

## Methods

### Animals

All experiments were performed on adult male wild-type C57BL/6J mice aged 2–3 months obtained from The Jackson Laboratory. Male mice were group-housed in a temperature-controlled vivarium with set-point maintained at 72° F (±1°) and relative humidity controlled at 40–50%, with *ad libitum* access to food and water. Each experimental group consisted of 12 mice maintained on a 12-h light/dark cycle, with all behavioral procedures being performed during the light cycle. All procedures used were approved by the Emory University Institutional Animal Care and Use Committee (IACUC) and in compliance with National Institutes of Health Guide for the Care and Use of Laboratory Animals.

### Mouse Immobilization Stress (Immo) and Fear Conditioning (FC)

Immobilization stress (Immo) and fear conditioning (FC) were conducted following the protocol from Andero et al. (4). Briefly, immobilization procedures were conducted in a room separate from housing and behavioral paradigms. Each animal was immobilized by restraining their four limbs with tape in a prone position to metal arms attached to a wooden board for 2 h. All cage-mate animals received the same treatment—either Immo or handling. Handling lasted ~1 min per mouse and consisted of letting the animal walk on top of their home cage and in the hands of the experimenter. After Immo, animals were returned to their home cage (HC) where they remained undisturbed for a week prior to fear conditioning (FC), which was performed in Immo animals and a subset of naïve animals. For auditory fear conditioning mice were habituated to white-light illuminated, standard rodent modular test chambers (ENV-008-VP; Med Associates Inc., St. Albans, VT) with an inside area of 30.5 cm (L) × 24.1 cm (W) × 21.0 cm (H) for 10 min on 2 consecutive days prior to fear conditioning. Fear conditioning consisted of five trials of a novel tone conditioned stimulus (CS; 30 s tone, 6 kHz, 70 dB), which co-terminated with a foot-shock (500 ms, 0.6 mA) unconditioned stimulus (US). The tone conditioned stimulus was generated by a Tektronix function generator audio oscillator delivered through a high-frequency speaker (Motorola, Model 948) attached to the side of each chamber. The Pre-CS period lasted 180 s and a variable inter-trial interval (ITI) was used between each CS-US pairing to result in a total conditioning session which lasted 840 s. The apparatus was cleaned with Quatricide® after each mouse.

Mice were sacrificed under basal conditions (HC group) or 2 h following auditory fear conditioning (Immo+FC and FC alone groups)—a time point that our group has consistently utilized for looking at changes in transcriptional processes in the amygdala following auditory fear conditioning—with a brief exposure to isoflurane anesthesia, <30 s, followed by decapitation and trunk blood collection. Trunk blood from two mice of the same behavioral group was collected into a single 3 ml EDTA BD-Vacutainer tubes. A 250 μL aliquot of each blood sample was allocated for complete blood count, and the remaining sample was stored at −80°C. Brains were immediately frozen on dry ice and stored at −80°C, and 1 week later brains were mounted on a sliding, freezing microtome using Tissue-Tek OTC, and sectioned slowly to approximately Bregma −1.34 mm (22) to reveal the amygdala. One millimeter of bilateral amygdala punches, centered on the basolateral nucleus were taken and immediately frozen in microcentrifuge tubes on dry ice and stored at −80 degrees for later RNA extraction. The bilateral amygdala punches (and the blood) from 2 mice of the same behavioral group were pooled together, thus resulting in a total of 6 pooled samples for each behavioral condition that were sequenced. As the murine basolateral amygdala is slightly larger than 1 mm, we cannot exclude the possibility that other amygdala subregions were including in these tissue samples.

### RNA Extraction and Sequencing

RNA extraction, QC, library preparation, and sequencing were conducted by the Yerkes Non-Human Primate Genomics Core (Atlanta, GA). Amygdala punches were homogenized with a bead milling homogenizer, and total RNA was isolated and purified from each sample with the RNeasy Mini Kit (Qiagen, CA) following the manufacturer's instructions. RNA quality and quantity were verified with the 2100 BioAnalyzer PicoChip (Agilent Technologies, Santa Clara, CA) before sequencing, and all samples had an RNA Integrity Number (RIN) score of nine or higher. For blood samples, globin mRNA transcripts were depleted using the GLOBINclear™-Mouse kit (Ambion, Austin, TX) according to the manufacturer's instructions. Briefly, 1 μg of total RNA was treated with biotinylated oligonucleotides to selectively deplete the α- and β-globin sequences. Subsequently, streptavidin paramagnetic beads were added, to capture the hybridized globin mRNA biotinylated probes, resulting in an average 25% loss of total RNA. Further purification of the globin depleted RNA was performed with SPRI magnetic beads as per manufacturer's recommendation.

Libraries were prepared using the Illumina (Illumina Inc. San Diego, CA) TruSeq™ RNA kit as per manufacturer's instructions. Briefly, 250 ng of total RNA was used for library preparation. The TruSeq method (low-throughput protocol) employs two rounds of poly-A based mRNA enrichment using oligo-dT magnetic beads followed by mRNA fragmentation using cations at high temperature. First and second strand cDNA synthesis was performed followed by end repair of the blunt cDNA ends. One single “A” base was added at the 3′ end of the cDNA followed by ligation of barcoded adapter unique to each sample. The adapter-ligated libraries were then enriched using PCR amplification. The amplified library was validated using a High Sensitivity DNA chip on the Agilent Bioanalyzer. The libraries were further quantified on Qubit® 2.0 Fluorometer (Life Technologies, Grand Island, NY) using the High Sensitivity dsDNA assay. Each library contained the same amount of RNA, and eight sample pools were multiplexed in each lane of the flowcell. PhiX was used as an internal control on each lane to monitor the error statistics, and sequencing was performed on the Illumina HiSeq1000 system employing a paired-end 101 cycles run.

### Statistical Analysis

Alignment to the 10 mm UCSC Mouse Assembly was performed using STAR version 2.3 (23); parameters were set using the annotation as a splice junction reference. Sample reads were assembled into transcript models using cufflinks (v2.1.1), which were then merged and processed with cuffdiff v2.1.1 (24) to produce per sample FPKM expression levels and estimate differential expression between the sample groups. Each tissue (amygdala and blood) was processed separately to allow for identification of tissue-specific differences for each behavioral condition. The false discovery rate (FDR) was controlled at 5% to account for multiple testing in all analyses (*q* < 0.05). Volcano plots were generated in R. Differentially expressed genes were further evaluated for the enrichment of biological processes using DAVID 6.8 (25). Differences in cell counts between groups were evaluated using an independent *t*-test.

## Results

In this study, two groups of mice (with and without a history of immobilization stress; Immo), were trained in an auditory fear conditioning paradigm (Immo+FC and FC, respectively); a third group of naïve, home-cage control animals was handled and removed from the vivarium but not exposed to any behavioral intervention (HC). All mice were sacrificed together 2 h after last fear conditioning (or an equivalent time of day after handling), and gene expression patterns from blood and amygdala were compared. 

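The expression of genes in the amygdala and in trunk blood was measured in 3 groups of mice, HC, FC and Immo+FC, with 1 sequencing library per pool of 2 mice. The libraries analysed are 6 HC, 6 FC and 4 Immo+FC from amygdala, and 4 HC, 5 FC and 5 Immo+FC from blood. The paper states that 6 pools per group were sequenced, and further pools are not used here. Blood RNA was depleted of globin transcripts by the authors before library preparation with poly-A selection. Amygdala libraries held 24165634 to 27491655 sequences in HC (median 27042585), 24944474 to 31366290 in FC (median 30327647) and 23148078 to 28008242 in Immo+FC (median 27380496), with 91.33 to 92.3% mapped to a single place. Blood libraries held 9081977 to 20101794 sequences in HC (median 18881796), 19442415 to 24075999 in FC (median 20628788) and 21059464 to 25892322 in Immo+FC (median 21712371), with 60.06 to 72.59% mapped to a single place. The authors aligned the reads to mm10 with STAR 2.3 and estimated the expression of 23303 genes with Cufflinks 2.1.1, for each tissue separately, in FPKM, a unit that allows for the length of transcripts and the depth of a library. In 272 entries of the deposited table, overlapping genes share 1 value. A value of exactly 0 can be a failed estimate, so such values are given as listed at 0. The values were analysed as log2(FPKM + 0.1) with limma 3.58.1 in R 4.3.3, in 1 fit of the 3 groups per tissue, for the 13508 genes of amygdala and 11656 genes of blood with a mean of at least 0.5 FPKM. A fold change is on this log2(FPKM + 0.1) scale, which understates the change of genes with low values. All tests are two-sided, p-values of genes were adjusted by the method of Benjamini and Hochberg, and the threshold was an adjusted p under 0.05. Gene lists for neuronal, stress and cell type functions were fixed before the data were examined. Some members, among them Fkbp5 and Drd2, are genes that the paper names from these samples. Counts over such lists are therefore in part not independent of the paper's choice of genes.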

Examination of the freezing behaviors of animals in the Immo-FC and FC groups did not reveal any significant differences in baseline, pre-tone CS freezing (*t* = −0.39, *p* > 0.05) or tone CS freezing across the auditory conditioning session (*t* = 0.43, *p* > 0.05). Table S1 shows the total number of expressed genes in both tissues across the three different groups (HC, FC or Immo+FC). We observed tissue-specific gene expression, with an overall higher number of genes expressed in the amygdala relative to the blood in all three groups (HC, FC, Immo+FC). 

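In every group, more genes had a mean of at least 0.1 FPKM in the amygdala than in blood. The amygdala had 15560 such genes in HC, 15496 in FC and 15583 in Immo+FC. Blood had 14324 in HC, 13569 in FC and 13592 in Immo+FC. With a minimum of 0.5 FPKM HC blood was again highest, at 11930 genes against 11476 in FC and 11503 in Immo+FC. With 1 FPKM the numbers were 10829, 10536 and 10569. With any mean above 0 counted, blood had 16491 genes in HC, 16466 in FC and 16504 in Immo+FC. Of these minimum values, only the last thus lacked the higher number in HC blood. Of the transcripts of neurons, Snap25, which encodes a protein of synaptic vesicle fusion, was at 11.7, 3.6, 14.5 and 16.5 FPKM in the 4 HC blood libraries and at 0.142 to 4.21 FPKM in the 5 FC blood libraries. Within a single library, 17112 to 17435 genes were above 0 in amygdala and 14016 to 15432 in blood. The paper's text does not name the value above which it counts a gene as expressed. From the counts in Table S1, which are 16012 for HC amygdala and 12994 for HC blood in the paper, the paper concludes that expression is specific to tissue.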

Overall 11,353 genes were expressed in both tissues, with 580 uniquely expressed in blood and 4,271 uniquely expressed in the amygdala.

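The genes with a mean of at least 0.1 FPKM in all 3 groups numbered 11994 in both tissues, 1042 in blood only and 3280 in amygdala only. With any mean above 0 counted as expressed, 14982 genes were shared, 464 were in blood only and 2869 in amygdala only. With a minimum of 0.5 FPKM the numbers were 9889, 1306 and 3383, and with a minimum of 1 FPKM they were 8843, 1448 and 3293. At the minimum of 0.1 FPKM, 13174 genes were shared by the HC libraries of the tissues, 12403 by the FC libraries and 12489 by the Immo+FC libraries. The amygdala had more genes of its own than blood at each of these minimum values, and the size of each set follows the minimum chosen.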

### Fear Conditioning Induces Robust Gene Expression Differences in Amygdala and Blood

We first investigated differences in response to fear conditioning (FC vs. HC). Figure 1A shows that FC induced gene expression changes in the amygdala, with 607 genes differentially expressed when compared to HC (Table S2; FDR < 0.05). 

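Genes that fold and export proteins had higher values in FC amygdala 2 h after conditioning than in HC amygdala, although none passed the test over all genes. Hspa5 encodes the main chaperone of the endoplasmic reticulum (ER) and lies on chromosome 2 of GRCm38 from 34771970 to 34777547. Its level was 125 ± 12.8 (SD, n = 6) FPKM in FC and 90.8 ± 18.3 (SD, n = 6) FPKM in HC, a log2 fold change of 0.47 (standard error 0.11). The only single gene that fell over all genes was Dcx, whose microtubule-binding protein is made by young migrating neurons, on chromosome X of GRCm38 from 143855842 to 143933311. Dcx was at 3.56 ± 0.204 (SD, n = 6) FPKM in FC and 5.04 ± 0.527 (SD, n = 6) FPKM in HC, a log2 fold change of −0.49 (standard error 0.07) with an adjusted p of 0.0305 from limma. Its longest transcript has 9074 bases, a length at which many genes were lower in FC. The other entry past the threshold was the merged entry of Meg3, Mir1906-1 and Mir770, listed at 0 in all 6 FC libraries and at 507.7 to 621.5 FPKM in the 6 HC libraries, with an adjusted p of 2.58e-24 from limma. Of 13508 genes tested, 2 were therefore past the threshold, 0 higher and 2 lower. At an unadjusted p under 0.05, 1765 genes differed where 675 were expected by chance, 890 higher and 875 lower in FC. Without pools 1 and 2 of Immo+FC, which share the fit, 2 genes were past the threshold. The number was 500 with limma's array weights, 131 higher and 369 lower, 160 with the replicate number as a block, 38 higher and 122 lower, and 26 with cell marker covariates, 10 higher and 16 lower. It was 143 without HC library 1, 24 higher and 119 lower, 61 without HC library 2, 8 higher and 53 lower, and 91 without Immo+FC library 1, 24 higher and 67 lower. The direction turned without HC library 3, with 35 genes, 29 higher and 6 lower, and without FC library 6, with 10 genes, 6 higher and 4 lower. It was 1 without HC library 4, 5 or 6, FC library 1, 2 or 3 or Immo+FC library 3. Of 23 genes of ER chaperones and the unfolded protein response, 0 passed over all genes, and 15 were higher and 0 lower when adjusted over the list alone. For this list limma's camera gave an adjusted p of 1.72e-10 with its preset correlation and adjusted p = 0.545 with an estimated correlation. Among its members, Herpud1, a part of ER-associated degradation, had a log2 fold change of 0.27 (standard error 0.06), and Xbp1, a transcription factor of the response, 0.35 (standard error 0.09). Of 21 cytosolic and mitochondrial heat shock genes, 0 passed over all genes and 11 were higher when adjusted over the list alone, 7 without HC library 1 or 6 or FC library 1 or 3 and 4 without HC library 5 or FC library 2. Here limma's camera gave an adjusted p of 9.09e-09 with its preset correlation and adjusted p = 0.545 with an estimated correlation. Chordc1, a partner of Hsp90, had a log2 fold change of 0.34 (standard error 0.08), and Ahsa2 0.43 (standard error 0.10). With the score of transcripts over 10 kb as a covariate, 2 ER chaperone genes and 3 heat shock genes were higher when adjusted over the list alone, at medians of 0.21 and 0.18, where the medians without it were 0.19 and 0.18. Of 34 immediate early genes, which neurons transcribe within minutes of activity, 4 were higher and 1 was lower when adjusted over the list alone and 0 passed over all genes. The 4 were 2 without HC library 2 or 5 or FC library 1 or 2, 7 without Immo+FC library 3 and 9 without HC library 6, 10 with cell marker covariates and 7 with the long transcript score. For them limma's camera gave an adjusted p of 0.0467 with its preset correlation and adjusted p = 0.973 with an estimated correlation. Fosl2 was at 6.67 ± 0.591 FPKM in FC and 5.00 ± 0.741 FPKM in HC, and Fosb at 4.84 ± 1.2 and 2.97 ± 0.773 FPKM. Of 23 genes that respond to glucocorticoids, 7 were higher and 2 lower when adjusted over the list alone and 0 passed over all genes, and limma's camera gave an adjusted p of 0.00704 with its preset correlation and adjusted p = 0.545 with an estimated correlation. The mean log2 value of these genes, less its mean over libraries, was 0.09 in HC library 3 and −0.29 to −0.17 in the other HC libraries. In FC it was −0.08 to 0.11, so HC library 3 lay among the FC libraries. With a library left out, 6 to 7 of the genes were higher and 1 to 2 lower. Tsc22d3, which encodes the leucine zipper protein GILZ, had a log2 fold change of 0.45 (standard error 0.08). Of 21 circadian clock genes, 4 were higher and 1 was lower when adjusted over the list alone and 0 passed over all genes, and limma's camera gave an adjusted p of 0.0154 with its preset correlation and adjusted p = 0.615 with an estimated correlation. The 4 were 2 without FC library 2, 6 without HC library 2 and 1 with the long transcript score. Per2 was at 9.07 ± 1.25 FPKM in FC and 6.40 ± 0.816 FPKM in HC. In the same comparison 0 of 19 choroid plexus markers and 0 of 18 striatal markers passed the test. From 607 genes with q under 0.05 in Cuffdiff, the paper concludes that conditioning changed expression in the amygdala. Of the genes in its Table S2 that were tested here, 526 of 591 had an unadjusted p under 0.05, a set chosen on these samples and so not independent evidence.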

FC resulted in a down-regulation of gene expression in the majority of these genes (76.6%). 

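Long transcripts were more frequent on the lower side of the comparison than among all genes. Grin2b, which encodes a subunit of the NMDA receptor and has a transcript of 24060 bases, was at 0.606 to 0.776 FPKM in the 6 FC amygdala libraries and at 0.592, 0.715, 7.22, 8.76, 8.39 and 6.88 FPKM in the 6 HC libraries. Malat1, a long RNA kept in the nucleus, was at 38.5 to 42.2 FPKM in FC and at 38.7, 38.7, 98.3, 77.1, 121 and 85.0 FPKM in HC. HC libraries 1 and 2 thus had the low values of the FC libraries for both genes. Of 317 genes with a transcript over 10 kb, 160 (50.5%) were lower and 6 higher in FC at an unadjusted p under 0.05, with a median log2 fold change of −0.19. The share of lower genes was 29.5% for transcripts of 8 to 10 kb, 12.7% for 6 to 8 kb, 4.71% for 4 to 6 kb, 3.58% for 2 to 4 kb and 2.18% below 2 kb. The genes lower in FC had a median transcript length of 6322 bases and the higher genes 3322 bases, against 3440 bases over all genes with a length, which were 93.7% of those tested. The score of these 317 genes, their mean log2 value in a library minus its mean over libraries, was −0.18 and −0.13 in HC libraries 1 and 2 and 0.21 to 0.26 in HC libraries 3 to 6. In FC it was −0.32 to −0.09. Genes with transcripts below 2 kb had no such excess of lower values. The ER chaperone score of HC libraries 1 and 2 was −0.22 and −0.18, below that of every FC library. With the score of the long transcripts as a covariate, 1 gene was past the threshold, the merged Meg3 entry, and 569 genes were lower and 1251 higher at an unadjusted p under 0.05. The genes past the threshold in the fit of all libraries were Dcx and the merged Meg3 entry, both lower. The Meg3 entry was listed at 0 in FC, which can be a failed estimate, so this direction rests on Dcx alone. Dcx has a transcript of 9074 bases, in the range of 8 to 10 kb, and did not pass with the long transcript score as a covariate. It is thus not separate from the pattern of long transcripts. The unadjusted genes were divided almost evenly between directions. This division rests on the scaling of the libraries, as median-ratio scaling gave 746 higher and 1065 lower genes at an unadjusted p under 0.05. The paper states that most of its genes are lower in FC, and of the 606 genes of Table S2 held here 465 have a lower value in FC in the paper.

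**Figure D1:**
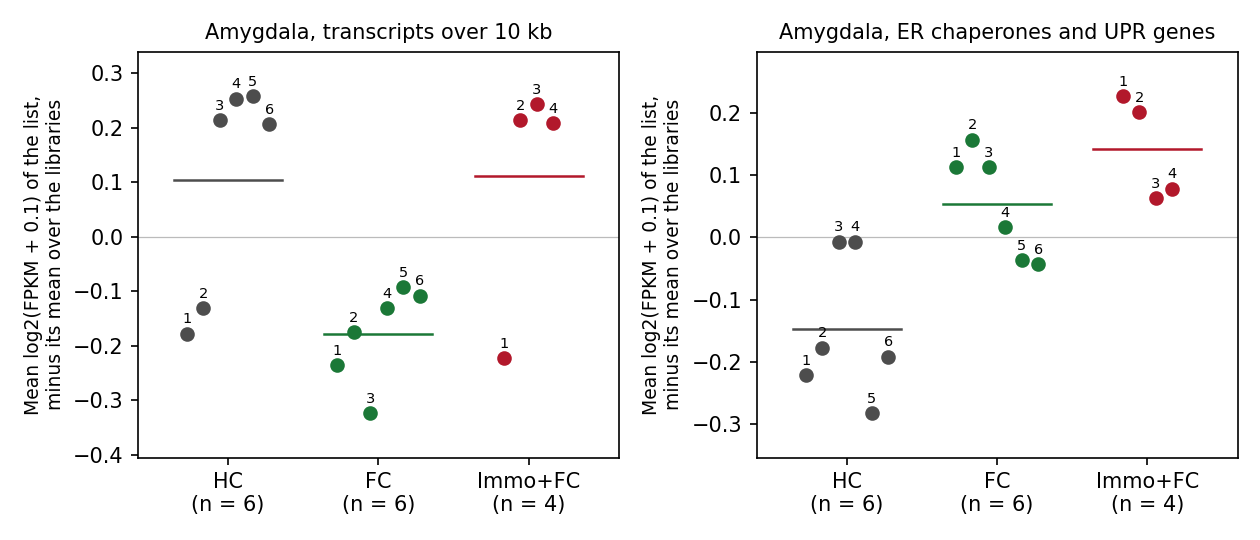
Scores of 2 gene groups in each amygdala library of HC (n = 6), FC (n = 6) and Immo+FC (n = 4). The y axis is the mean log2(FPKM + 0.1) of the group minus its mean over libraries, dots are libraries numbered by replicate, and bars are group means. Left, 317 genes with transcripts over 10 kb, with HC libraries 1 and 2 at −0.18 and −0.13 among the FC libraries. Right, ER chaperone and unfolded protein response genes, with HC from −0.28 to −0.01 and FC from −0.04 to 0.16.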

We then evaluated differentially expressed genes for enrichment of biological process and identified 15 processes that were enriched after multiple test correction (Table 1, Table S3). Among these processes, there was an enrichment of specific biological processes including memory formation and consolidation, and neurotransmission, with learning or memory (*p* = 4.18 × 10^−4^), and associative learning (*p* = 0.01).

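No gene of learning and memory passed over all genes between FC and HC amygdala, and 6 of 40 were lower when adjusted over the list alone. Grin2a, a subunit of the NMDA receptor that is needed for synaptic plasticity, was at 0.540 ± 0.109 (SD, n = 6) FPKM in FC and 1.98 ± 1.01 (SD, n = 6) FPKM in HC. Its log2 fold change was −1.51 (standard error 0.34), on chromosome 16 of GRCm38 from 9567898 to 9995560. The 6 were 11 without HC library 1, 10 without HC library 2, 3 without HC library 3 or FC library 3 and 2 without HC library 4 or 5, and 0 genes were higher. The median log2 fold change of the list was −0.07, and limma's camera gave an adjusted p of 8.26e-05 with its preset correlation and adjusted p = 0.615 with an estimated correlation. With the long transcript score as a covariate, 0 of these genes were lower when adjusted over the list alone and the median was 0.04. With cell marker covariates 10 were lower, and without pools 1 and 2 of Immo+FC 9 were lower. Ube3a, a ubiquitin ligase of synapses, had a log2 fold change of −0.75 (standard error 0.17), Grin2b −2.16 (standard error 0.58) and Grm5, a metabotropic glutamate receptor, −0.22 (standard error 0.06). Of 24 glutamate receptor genes, 0 passed over all genes and 3 were lower when adjusted over the list alone, and limma's camera gave an adjusted p of 0.165 with its preset correlation and adjusted p = 0.973 with an estimated correlation. Of 14 GABA receptor genes, 3 were lower when adjusted over the list alone and 0 passed over all genes, and limma's camera gave an adjusted p of 0.0198 with its preset correlation and adjusted p = 0.615 with an estimated correlation. The 3 were 1 without any of HC libraries 3 to 6, FC libraries 1 to 4 or Immo+FC library 2. With the long transcript score as a covariate 0 genes of either receptor list were lower when adjusted over the list alone. Gabrg3 had a log2 fold change of −0.88 (standard error 0.29). Of 37 voltage-gated ion channel genes, 0 passed over all genes and 6 were lower when adjusted over the list alone, a number that was 0 with the long transcript score as a covariate. For the channels limma's camera gave an adjusted p of 3.93e-04 with its preset correlation and adjusted p = 0.615 with an estimated correlation. Kcnma1, a potassium channel of repolarisation, was at 5.63 ± 0.422 FPKM in FC and 13.0 ± 5.75 FPKM in HC. Of 26 presynaptic genes 0 passed when adjusted over the list alone, 1 was lower without HC library 1 and 1 was higher with the long transcript score as a covariate. Pclo, the one with an unadjusted p under 0.05, had a log2 fold change of −0.37 (standard error 0.14). Of 29 candidate genes of PTSD and stress hormones, 0 passed over all genes and 2 were higher when adjusted over the list alone, 0 without FC library 4 and 1 without HC library 5 or 6 or FC library 5. In the fit of all libraries these were Rgs2, with a log2 fold change of 0.22 (standard error 0.05), and Fkbp5, a regulator of the glucocorticoid receptor, at 10.1 ± 0.547 FPKM in FC and 8.52 ± 1.09 FPKM in HC. Cell type markers were measured beside these genes. Of 14 GABAergic interneuron markers, 1 was higher when adjusted over the list alone, Lhx6 with a log2 fold change of 0.23 (standard error 0.06), and limma's camera gave an adjusted p of 0.0416 with its preset correlation and adjusted p = 0.545 with an estimated correlation. This 1 became 0 with the replicate number as a block and 0 with the long transcript score. The number was 0 to 2 with a library left out and 1 with cell marker covariates. No gene passed among 12 pallial glutamatergic, 8 central amygdala, 14 microglial, 14 oligodendrocyte, 5 oligodendrocyte precursor, 7 mural, 5 hypothalamic, 7 thalamic, 5 hippocampal and 16 leptomeningeal markers. When adjusted over the list alone, 5 oligodendrocyte markers were higher without FC library 5, 3 with the long transcript score and 2 with cell marker covariates. Central amygdala markers higher in this way were 4 without FC library 3, 3 without FC library 2 and 2 without HC library 5 or 6 or Immo+FC library 1 or 4. For microglial markers 2 were lower without HC library 1, for mural markers 2 were higher without HC library 1 or Immo+FC library 2, and for hypothalamic markers 2 were higher without FC library 3. Among 12 astrocyte and 11 endothelial markers, 1 each was higher when adjusted over the list alone. No gene passed among 11 interferon, 18 inflammatory, 10 erythroid, 6 neutrophil, 74 ribosomal protein and 3 cell division genes. Of 5 nuclear-retained noncoding RNAs, Neat1 was higher and Malat1 lower when adjusted over the list alone. Among its differentially expressed genes, the paper reports an enrichment of annotated processes that include memory formation and neurotransmission.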

**Figure 1:**
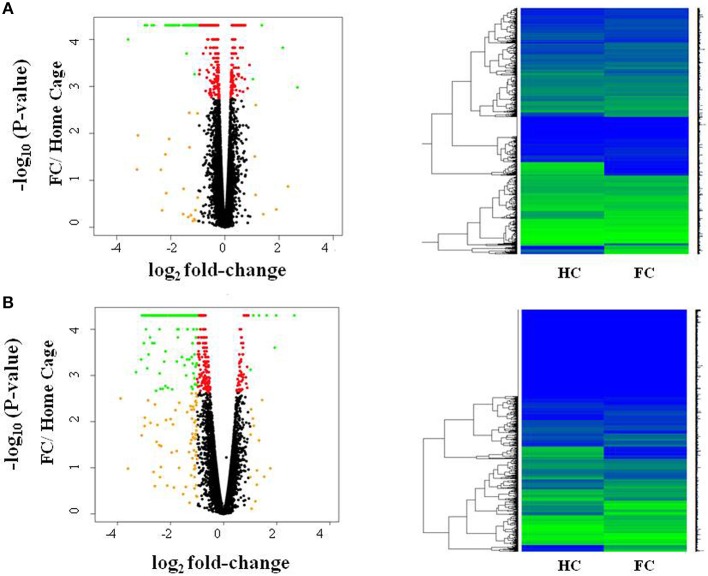
Fear conditioning induces gene expression differences in amygdala and blood. Volcano plots and heatmaps show changes in gene expression in the amygdala **(A)** and blood **(B)** after fear conditioning compared to Home Cage (HC vs. FC). The horizontal axis of the Volcano plot is log_2_ fold change for differently expressed genes, and the vertical axis is the negative-log_10_ of the *p*-values are plotted. Each dot represents a gene, with red dots showing genes reaching an FDR corrected *p*-value of 0.05, and green dots representing genes with FDR < 0.05 and absolute fold change >1; orange dots have an absolute fold change>1 but do not reach experiment-wide significance; black dots are genes whose expression is similar between the two groups.

**Table 1:** Enrichment biological process analyses for differential express genes in fear conditioning mice compared to control (FC vs. HC).

**GO number**	**Description**	**FE^**a**^**	***p*-value^**b**^**
**AMYGDALA**			
GO:0007611	Learning or memory	8.20	4.18 × 10^−4^
GO:0008306	Associative learning	8.47	0.010
GO:0007268	Chemical synaptic transmission	3.65	0.008
GO:0003007	Heart morphogenesis	5.99	0.008
GO:0035556	Intracellular signal transduction	2.44	0.012
GO:0055085	Transmembrane transport	2.49	0.023
GO:0007507	Heart development	2.80	0.025
GO:0048511	Rhythmic process	3.81	0.025
GO:0007612	Learning	5.28	0.030
GO:0007157	Heterophilic cell-cell adhesion via plasma membrane cell adhesion molecules	6.03	0.027
GO:0045944	Positive regulation of transcription from RNA polymerase II promoter	1.75	0.036
GO:0006811	Ion transport	2.03	0.036
GO:0006351	Transcription, DNA-templated	1.50	0.041
GO:0045053	Protein retention in Golgi apparatus	27.87	0.040
GO:0007626	Locomotory behavior	3.87	0.045
**BLOOD**			
GO:0007156	Homophilic cell adhesion via plasma membrane adhesion molecules	12.4	1.63 × 10^−26^
GO:0002376	Immune system process	3.07	0.009

a *FE, Fold Enrichment*.

b *p-value following Benjamini-Hochberg correction for multiple testing*.

In blood, FC results in expression differences of 352 genes in blood relative to HC (Table S4; FDR < 0.05; Figure 1B), with the majority of genes identified (84.3%) having lower expression levels in FC when compared to HC. 

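Blood of FC mice had lower values than HC blood for genes whose main site of expression is the brain. Tubb4a, a tubulin of neurons and oligodendrocytes on chromosome 17 of GRCm38 from 57080066 to 57087782, fell from 4.18 ± 2.13 (SD, n = 4) FPKM in HC to 0.733 ± 0.164 (SD, n = 5) FPKM in FC, a log2 fold change of −2.24 (standard error 0.33) with an adjusted p of 0.0181 from limma. Rasa4, a GTPase-activating protein of the Ras pathway, fell from 12.2 ± 1.69 to 6.38 ± 0.630 FPKM, a log2 fold change of −0.93 (standard error 0.13) with an adjusted p of 0.0181 from limma. The other 2 genes past the threshold overlap each other on chromosome 16. Filip1l was at 37.1, 50.9, 33.7 and 38.9 FPKM and Cmss1 at 1.12, 2.59, 1.19 and 2.94 FPKM in the HC libraries, and both were listed at 0 in every FC and Immo+FC library. Of 11656 genes tested in blood, 4 were past the threshold, 0 higher and 4 lower. The number was 198 with cell marker covariates, 76 higher and 122 lower, 195 without a minimum value, 19 higher and 176 lower, and 11 with limma's array weights, 5 higher and 6 lower. It was 19 without FC library 5, 11 without HC library 2, 1 without HC library 4 and 2 without FC library 1, 2, 3 or 4. At an unadjusted p under 0.05, 506 genes were higher and 684 lower, with 583 expected by chance. Without HC libraries 3 and 4, of which 1 has many neutrophil transcripts and the other the fewest sequences, 1 gene was past the threshold, and the unadjusted genes turned to 726 higher and 308 lower. Of 26 tested genes of neurons and glia, 0 passed over all genes, and 19 were lower and 0 higher when adjusted over the list alone, with a median log2 fold change of −1.68. For this list limma's camera gave an adjusted p of 4.24e-17 with its preset correlation and adjusted p = 0.180 with an estimated correlation. Syn1, a synaptic vesicle protein, was at 0.580 ± 0.175 FPKM in FC blood and 2.01 ± 0.937 FPKM in HC blood. Aldoc, an astrocyte enzyme, had a log2 fold change of −1.15 (standard error 0.27), Slc1a2, a glutamate transporter, −2.52 (standard error 0.60), and Cplx1, a regulator of vesicle release, −3.39 (standard error 0.73). Without HC libraries 3 and 4, 0 of 23 such genes passed when adjusted over the list alone, at a median log2 fold change of −0.90. Nuclear-retained noncoding RNAs, of which 4 were tested and 0 passed over all genes, had 2 members lower when adjusted over the list alone, and limma's camera gave an adjusted p of 0.00433 with its preset correlation and adjusted p = 0.180 with an estimated correlation. Snhg11, transcribed mainly in neurons, had a log2 fold change of −2.65 (standard error 0.58) and Rian −2.29 (standard error 0.71). The score of the neuron and glia genes was 1.11, 0.17, 1.37 and 1.53 in the HC libraries and −1.09 to 0.37 in FC. Over 217 genes abundant in amygdala and near absent from conditioned blood, the excess of each HC library over the FC mean rose with the amygdala FPKM, at a Spearman rho of 0.537 to 0.74. Skeletal muscle genes, of which 8 were tested, had 1 member higher when adjusted over the list alone, Mylpf, with a log2 fold change of 0.64 (standard error 0.18). The 2 tested thyroid and skin genes and the 1 tested pituitary hormone gene did not pass. The paper states that most of its 352 genes are lower in FC. Of the genes in its Table S4, chosen on these samples and so not independent evidence, 219 of 351 had an unadjusted p under 0.05 here.

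**Figure D2:**
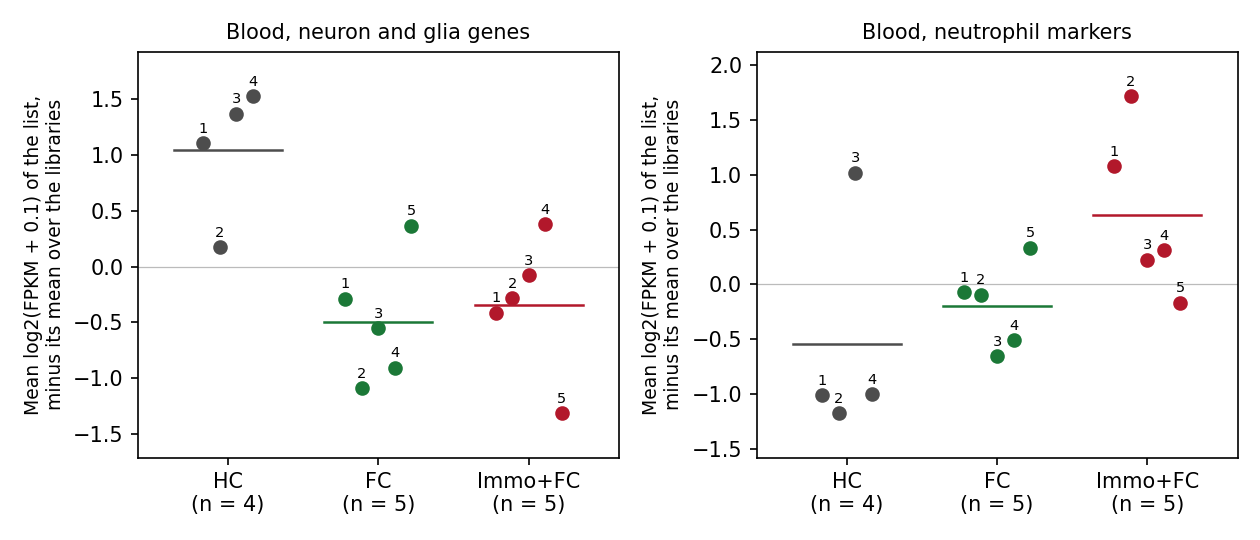
Scores of 2 gene lists in each blood library of HC (n = 4), FC (n = 5) and Immo+FC (n = 5). The y axis is the mean log2(FPKM + 0.1) of the list minus its mean over libraries, dots are libraries numbered by replicate, and bars are group means. Left, neuron and glia genes, with HC at 1.11, 0.17, 1.37 and 1.53. Right, neutrophil markers, with HC library 3 at 1.02 and the other HC libraries from −1.17 to −1.0.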

Only two biological processes were enriched among these differentially expressed genes (Table 1; Table S3), homophilic cell adhesion of plasma membranes of adjacent cells (*p* = 1.6 × 10^−26^), and immune system processes (*p* = 0.009). 

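Among cell adhesion genes, the clustered protocadherins are held in blood and amygdala by 1 merged entry of 37 Pcdha and Pcdhg symbols, so the members cannot be told apart. The entry was at 2.63, 1.40, 3.87 and 3.45 FPKM in the HC blood libraries and at 1.33, 0.763, 1.13, 0.970 and 1.66 FPKM in the FC blood libraries. Its log2 fold change was −1.16 (standard error 0.30) with an adjusted p of 0.14 from limma, short of the threshold. These genes give neurons their surface identity, and the entry was at 174 ± 5.62 FPKM (SD, n = 6) in HC amygdala. Some genes of cytotoxic lymphocytes had higher values in FC blood when adjusted over their list alone. Of 10 natural killer cell markers, 0 passed over all genes and 5 were higher when adjusted over the list alone, and limma's camera gave an adjusted p of 7.64e-08 with its preset correlation and adjusted p = 0.182 with an estimated correlation. Prf1, the perforin that lymphocytes use to kill cells, was at 23.6 ± 3.32 (SD, n = 5) FPKM in FC and 14.0 ± 2.07 (SD, n = 4) FPKM in HC, a log2 fold change of 0.75 (standard error 0.13). Nkg7 had a log2 fold change of 0.46 (standard error 0.12) and Gzma, a granzyme, 0.58 (standard error 0.21). Without HC libraries 3 and 4, 3 of these markers were higher when adjusted over the list alone, and 2 were without HC library 1, 2 or 3 or FC library 1, 4 or 5. Of 18 T cell markers, 4 were higher when adjusted over the list alone and 0 passed over all genes, and limma's camera gave an adjusted p of 2.70e-09 with its preset correlation and adjusted p = 0.453 with an estimated correlation. Cd8b1, a chain of the CD8 receptor, was at 94.8 ± 6.92 FPKM in FC and 63.3 ± 6.32 FPKM in HC. Without HC libraries 3 and 4 the 4 became 0, and they were 12 without HC library 1, 9 without FC library 2 and 8 without Immo+FC library 2 or 5. Of 14 B cell markers 0 passed in either way, and limma's camera gave an adjusted p of 4.84e-04 with its preset correlation and adjusted p = 0.716 with an estimated correlation. Of 14 monocyte markers 1 was lower when adjusted over the list alone, Klf4, at 8.79 ± 1.71 FPKM in FC and 14.3 ± 0.548 FPKM in HC, and limma's camera gave an adjusted p of 5.12e-04 with its preset correlation and adjusted p = 0.575 with an estimated correlation. This 1 was 6 without HC library 1 and 5 without FC library 4. Of 23 neutrophil markers 0 passed, and limma's camera gave an adjusted p of 0.00758 with its preset correlation and adjusted p = 0.807 with an estimated correlation. With cell marker covariates, the scores of neutrophil and erythroid genes, 9 natural killer cell, 13 T cell and 7 B cell markers were higher when adjusted over the list alone, and 10 monocyte markers, 8 of 37 inflammatory and 3 of 24 interferon genes were lower. In the fit without covariates no gene passed among 37 inflammatory, 24 interferon, 24 ER chaperone, 15 circadian, 17 glucocorticoid response, 20 erythroid, 12 platelet, 8 eosinophil and basophil, 10 cell division and 76 ribosomal protein genes. With HC libraries 3 and 4 left out, 14 of the 20 erythroid genes (median log2 fold change 0.80), 4 of the 24 interferon genes and 1 of the 23 neutrophil markers (median 0.99) were higher when adjusted over the list alone, and without HC library 3 by itself 11 neutrophil markers were. Of 28 immediate early genes 1 was lower when adjusted over the list alone. Of 21 heat shock genes 2 were higher when adjusted over the list alone, Hsp90ab1 with a log2 fold change of 0.38 (standard error 0.11) and Fkbp4 0.42 (standard error 0.13). These 2 became 0 with the replicate number as a block and 0 without HC libraries 3 and 4. The number was 0 to 2 with a library left out and 2 with cell marker covariates. In the paper's Table S4 the protocadherins are likewise joined in 1 entry, while the count of adhesion genes in its Table S3 exceeds the number of symbols in that entry.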

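The genes that the paper lists for both tissues ran in the same direction in 21 of 32 cases, and none was past the threshold in both tissues. Myo5a encodes a myosin that moves vesicles and lies on chromosome 9 of GRCm38 from 75071015 to 75223688. In blood it was at 2.75 ± 0.0938 (SD, n = 5) FPKM in FC and 4.03 ± 0.336 (SD, n = 4) FPKM in HC (exact permutation test, p = 0.00794), and its adjusted p from limma was 0.122. In amygdala its log2 fold change was −0.28 (standard error 0.10). Zbtb40, a zinc finger protein, was at 2.53 ± 0.169 FPKM in FC blood and 1.62 ± 0.333 FPKM in HC blood (exact permutation test, p = 0.00794), and its log2 fold change was 0.37 in amygdala. Adam8, a metalloprotease of leukocytes, had log2 fold changes of 0.46 in amygdala and 0.72 in blood, where HC library 3, rich in neutrophil transcripts, was at 21.3 FPKM and the other HC libraries at 6.29 to 8.77 FPKM. Zhx2 had 0.31 and 0.68, Dmxl2 −0.39 and −0.56, Nxpe4 −0.37 and −1.21, Pbrm1 −0.25 and −0.52, and Plxnd1 −0.21 and −0.77. C1ql3, a secreted organiser of synapses, differed between tissues, with 0.24 in amygdala and −2.57 in blood, where it was at 0.500 ± 0.569 FPKM in FC and 2.73 ± 1.63 FPKM in HC. In a permutation test of the difference between the tissues, separate from limma and adjusted over 59 such tests, C1ql3 had an adjusted p of 0.0465. Tra2a, a splicing factor, was at 43.2 ± 3.33 (SD, n = 6) FPKM in FC amygdala and 34.4 ± 2.65 (SD, n = 6) FPKM in HC amygdala (exact permutation test, p = 0.00216) and had a log2 fold change of −0.44 in blood. Thada, Sorl1, Abhd2, Kat6a and Galnt9 also differed between the tissues in the permutation test. By the rule of an adjusted p under 0.05 from limma in amygdala and an unadjusted p under 0.05 in blood, 1 entry qualified, the merged Meg3 entry, with 0.1 expected by chance. At an unadjusted p under 0.05 in each tissue, 133 genes qualified and 130 were expected. Of these 39 were higher in both tissues, where 28.2 were expected, and 35 lower in both, where 35 were expected. The genes of Table 2 were chosen on these samples, so their directions are not independent evidence. The paper presents them as genes regulated in both tissues.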

Comparison of genes regulated in amygdala (FDR < 0.05) with those regulated in blood (*p* < 0.05) revealed 32 genes differentially expressed in FC vs. HC, 9 of which reached FDR significance in both tissues (Table 2).

**Table 2:** Genes differentially expressed in FC compared to HC in amygdala and blood.

**Gene**	**Amygdala**			**Blood**		
	**Fold change**	***p*-value**	***q*-value**	**Fold change**	***p*-value**	***q*-value**
***Nxpe4***	−0.39	0.0003	0.010	−1.27	5.00*E*−05	0.002
***Plxnd1***	−0.22	0.0017	0.047	−0.82	5.00*E*−05	0.002
***C1ql3***	0.24	0.0012	0.037	−2.41	0.0001	0.004
***Zhx2***	0.29	0.0012	0.037	0.68	0.0001	0.006
***Pbrm1***	−0.26	0.0001	0.005	−0.68	0.0005	0.015
***Adam8***	0.47	0.0006	0.020	0.62	0.0008	0.022
***Zbtb40***	0.37	0.0002	0.007	0.67	0.0009	0.026
***Myo5a***	−0.30	0.0001	0.003	−0.53	0.001	0.030
***Dmxl2***	−0.42	0.0001	0.003	−0.66	0.002	0.045
*Kif1b*	−0.25	0.0012	0.036	−0.53	0.003	0.054
*Sorl1*	−0.37	0.0001	0.003	0.51	0.004	0.078
*Sdc4*	0.26	0.0008	0.025	0.46	0.005	0.088
*Thada*	−0.33	0.0010	0.032	0.49	0.006	0.098
*Tra2a*	0.32	0.0001	0.003	−0.45	0.006	0.106
*Insr*	−0.22	0.0015	0.044	−0.49	0.008	0.120
*Galnt9*	0.38	0.0001	0.003	−0.58	0.009	0.137
*Myadm*	0.22	0.0013	0.039	−0.48	0.011	0.152
*Abhd2*	−0.25	0.0007	0.023	0.50	0.013	0.172
*Klf11*	−0.41	0.0009	0.028	−0.48	0.016	0.195
*Zfp280c*	−0.31	0.0001	0.005	−0.50	0.020	0.225
*Bptf*	−0.25	0.0001	0.003	0.38	0.020	0.229
*Numb*	0.26	0.0005	0.017	0.39	0.022	0.241
*Pds5a*	−0.29	0.0001	0.005	0.39	0.023	0.248
*Sdf2l1*	0.58	0.0001	0.003	0.44	0.023	0.248
*Egr3*	0.33	0.0001	0.003	0.89	0.024	0.251
*Arhgef12*	−0.24	0.0004	0.015	−0.40	0.025	0.260
*Kat6a*	−0.28	0.0001	0.003	0.36	0.030	0.288
*Guf1*	−0.27	0.0006	0.021	−0.45	0.036	0.320
*Phka2*	−0.47	0.0001	0.003	−0.42	0.040	0.344
*Zfp445*	−0.21	0.0016	0.046	−0.33	0.044	0.362
*Dusp1*	−0.54	0.0001	0.003	0.37	0.045	0.364
*Fkbp5*	0.24	0.0007	0.024	0.35	0.048	0.377

*Bold Gene Names: Adam8, a disintegrin and metallopeptidase domain 8; C1ql3, C1q-like 3; Dmxl2, Dmx-like 2; Myo5a, myosin VA; Nxpe4, Neurexophilin and PC-Esterase Domain Family, Member 4; Pbrm1, Polybromo 1; Plxnd1, Plexin D1; Zbtb40, Zinc finger and BTB domain containing 40; Zhx2, Zinc fingers and homeoboxes 2. ^b^C1ql3 (C1q-like 3) changes in different direction in brain and blood*.

### Prior Stress Sensitization Induces Gene Expression Changes in Response to Fear Conditioning

To evaluate how prior stress exposure may alter the transcriptional processes that accompany fear conditioning, we compared amygdala expression in the Immo+FC to the FC group (Figure 2A). We identified 516 genes that had differences in expression levels (FDR < 0.05; Table S5, Figure 2A), 84.3% of which were higher in FC. 

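In the fit of the 3 groups without weights, 3 genes differed between Immo+FC and FC amygdala. Park2, which encodes the ubiquitin ligase parkin, fell from 4.29 ± 0.275 (SD, n = 6) FPKM in FC to 3.19 ± 0.254 (SD, n = 4) FPKM in Immo+FC, a log2 fold change of −0.42 (standard error 0.07) with an adjusted p of 0.0483 from limma. The gene 2310044G17Rik fell from 23.0 ± 0.495 to 19.3 ± 0.903 FPKM, a log2 fold change of −0.25 (standard error 0.04) with an adjusted p of 0.0202 from limma. The last entry past the threshold was the merged Meg3 entry, at 420.3 to 649.9 FPKM in the Immo+FC libraries and listed at 0 in FC. Of the 13508 genes, 3 were past the threshold, 1 higher and 2 lower, and without pools 1 and 2 of Immo+FC 1 was. With median-ratio scaling of the libraries the count was 1, which was higher. The count rose to 171 with limma's array weights, 149 of them higher, to 67 in a fit of only these 2 groups, 61 of them higher, to 62 with the replicate number as a block, 58 of them higher, to 144 without Immo+FC library 1, 134 of them higher, and to 30 and 10 without HC libraries 1 and 2. At an unadjusted p under 0.05, 532 genes were higher and 877 lower in Immo+FC, so 62.2% were lower. This direction turned with median-ratio scaling, to 720 higher and 503 lower, without Immo+FC library 1, to 957 higher and 771 lower, and without pools 1 and 2, to 838 higher and 474 lower. Genes with transcripts over 10 kb were higher more often than lower. Of these 132 (41.6%) were higher and 5 lower in Immo+FC at an unadjusted p under 0.05, and the genes higher in Immo+FC had a median transcript length of 7907 bases. Kcnq3, a potassium channel that limits neuronal firing, was at 10.5 ± 3.32 FPKM in Immo+FC and 3.01 ± 0.574 FPKM in FC. The long transcript score was −0.22, 0.21, 0.24 and 0.21 in the 4 Immo+FC libraries, so pool 1 lay with the FC libraries. In Table S5 as held here, 434 of 514 genes have a higher value in Immo+FC in the paper, while its sentence places the larger share in FC. Of the genes of that table tested here, 364 of 492 had an unadjusted p under 0.05 and all ran in the direction of the table, a set chosen on these samples and so not independent evidence. From these genes the paper concludes that stress history is associated with other amygdala transcripts after conditioning.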

Among those, we observed genes that have been associated with PTSD in previous human studies (e.g., *DRD2* and *HTR2a*) (26–29) or linked to anxiety or PTSD-like behaviors in humans or animal models (*Igf2, Grm2, Clock, Trhr*) (30–32) (Table S5; Figure 3). 

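None of the 6 genes named here was past the threshold over all genes. Drd2, a dopamine receptor of striatal projection neurons, was at 10.3 ± 4.02 (SD, n = 4) FPKM in Immo+FC and 7.77 ± 4.65 (SD, n = 6) FPKM in FC (exact permutation test, p = 0.338). It lies on chromosome 9 of GRCm38 from 49340627 to 49408177, and its log2 fold change of 0.53 (standard error 0.49) had an adjusted p of 0.752 from limma. Htr2a, a serotonin receptor of cortical and amygdala neurons, was at 5.73 ± 1.77 (SD, n = 4) FPKM in Immo+FC and 4.12 ± 1.29 (SD, n = 6) FPKM in FC (exact permutation test, p = 0.143), a log2 fold change of 0.48 (standard error 0.24). Igf2, a growth factor made by the choroid plexus and the meninges, was at 10.1 ± 4.25 (SD, n = 4) FPKM in Immo+FC and 6.76 ± 4.28 (SD, n = 6) FPKM in FC (exact permutation test, p = 0.219), a log2 fold change of 0.68 (standard error 0.51). Grm2, a presynaptic glutamate receptor, was at 10.7 ± 1.85 (SD, n = 4) FPKM in Immo+FC and 13.3 ± 2.31 (SD, n = 6) FPKM in FC (exact permutation test, p = 0.0952), a log2 fold change of −0.32 (standard error 0.14). Trhr, the receptor of thyrotropin-releasing hormone, was at 2.43 ± 0.941 (SD, n = 4) FPKM in Immo+FC and 3.35 ± 0.984 (SD, n = 6) FPKM in FC (exact permutation test, p = 0.124), a log2 fold change of −0.47 (standard error 0.26). Clock, a transcription factor of the circadian clock, was the gene of the 6 with the smallest p. It was at 8.73 ± 1.38 (SD, n = 4) FPKM in Immo+FC and 6.46 ± 0.386 (SD, n = 6) FPKM in FC (exact permutation test, p = 0.0143), a log2 fold change of 0.42 (standard error 0.12) with an adjusted p of 0.210 from limma and of 0.0323 when adjusted over the list alone. Its libraries followed the long transcripts, at 6.68, 9.46, 9.18 and 9.61 FPKM in Immo+FC, 5.78 to 6.79 FPKM in FC and 6.19, 6.35, 8.63, 9.44, 8.50 and 8.67 FPKM in HC. Across the 16 amygdala libraries, with group means removed, Igf2 had a Pearson r of 0.979 with the score of 19 choroid plexus markers (Spearman rho 0.929, permutation test, p = 1.0e-05, the smallest that 100000 resamples allow). Drd2 had an r of 0.995 with the score of the other 17 striatal markers (rho 0.974, permutation test with the same p). Clock had an r of 0.971 with the score of transcripts over 10 kb (rho 0.868, permutation test, p = 0.00906 for rho). Htr2a had an r of 0.550 with that score (rho 0.482, permutation test, p = 0.0498 for rho). These are the levels of choroid plexus, striatal and long transcripts in each library, measured beside the genes of Figure 3. The paper states that these genes differ between Immo+FC and FC, and their choice rests on these samples.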

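Genes of learning and memory stood on both sides in Immo+FC amygdala compared with FC amygdala. Grin2b was at 5.24 ± 1.95 (SD, n = 4) FPKM in Immo+FC and 0.705 ± 0.0550 (SD, n = 6) FPKM in FC. Of 40 genes of learning and memory, 0 passed over all genes, and 7 were higher and 4 lower when adjusted over the list alone, and limma's camera gave an adjusted p of 0.109 with its preset correlation and adjusted p = 0.743 with an estimated correlation. The 7 were 12 without Immo+FC library 1, 3 without Immo+FC library 2 and 4 without FC library 1 or 2. Without pools 1 and 2 of Immo+FC 8 were higher and 0 lower. Of 37 voltage-gated ion channel genes, 5 were higher when adjusted over the list alone and 0 passed over all genes, and limma's camera gave an adjusted p of 0.00315 with its preset correlation and adjusted p = 0.549 with an estimated correlation. The 5 were 8 without Immo+FC library 1 and 0 without Immo+FC library 2, 3 or 4. Kcnh7 had a log2 fold change of 1.51 (standard error 0.41). Of 24 glutamate receptor genes 2 were higher and of 14 GABA receptor genes 1 was higher when adjusted over the list alone, the latter Gabrg3, with a log2 fold change of 1.26 (standard error 0.32). The glutamate receptor genes were 6 without pools 1 and 2 of Immo+FC and 4 without Immo+FC library 1. The GABA receptor genes were 3 without Immo+FC library 1 and 0 without Immo+FC library 3, and 2 higher and 2 lower without Immo+FC library 4. Presynaptic genes, 26 in number, had 0 past the threshold in either way, and limma's camera gave an adjusted p of 0.00707 with its preset correlation and adjusted p = 0.549 with an estimated correlation. When adjusted over the list alone, 5 were lower without Immo+FC library 4, 2 without FC library 5, and 1 was higher and 3 lower with the replicate number as a block. With the long transcript score as a covariate 1 learning and memory gene was higher and 1 lower, 0 ion channel genes were higher and 1 lower, and 6 presynaptic genes were lower when adjusted over the list alone. Syn2, a vesicle protein, was at 213 ± 13.9 FPKM in Immo+FC and 246 ± 20.3 FPKM in FC. Crhbp, which binds corticotropin-releasing hormone, was at 16.9 ± 2.47 and 20.6 ± 2.08 FPKM and was 1 of the 2 of 29 PTSD candidate and stress hormone genes past the threshold when adjusted over the list alone, 1 higher and 1 lower. Neither count held without HC library 2, 3, 4 or 6, FC library 1, 2, 3, 4 or 6 or Immo+FC library 2, where both were 0. Of 21 circadian genes, 2 were higher and 1 was lower when adjusted over the list alone, and 0 without Immo+FC library 3 or 4. Immediate early genes, 34 in number, had 0 past the threshold, and limma's camera gave an adjusted p of 0.00281 with its preset correlation and adjusted p = 0.549 with an estimated correlation. Arc, a cytoskeletal protein of active synapses, was at 19.9 ± 1.13 and 13.2 ± 3.41 FPKM. Of 23 glucocorticoid response genes 0 passed, and limma's camera gave an adjusted p of 5.14e-04 with its preset correlation and adjusted p = 0.549 with an estimated correlation. For 23 ER chaperone genes, with 0 past the threshold, limma's camera gave an adjusted p of 9.27e-04 with its preset correlation and adjusted p = 0.549 with an estimated correlation. Of 21 heat shock genes 1 was higher when adjusted over the list alone, and limma's camera gave an adjusted p of 0.00281 with its preset correlation and adjusted p = 0.549 with an estimated correlation. The highest median log2 fold changes of the lists in this comparison were those of choroid plexus, neutrophil and leptomeningeal markers. For 19 choroid plexus markers, with 0 past the threshold and a median log2 fold change of 1.08, limma's camera gave an adjusted p of 3.90e-06 with its preset correlation and adjusted p = 0.549 with an estimated correlation. Their score was 1.54, 1.57, 1.39 and −0.44 in the Immo+FC libraries and −2.22 to 1.84 in FC. For 16 leptomeningeal markers, with 0 past the threshold but 7 higher without FC library 5 and 6 without Immo+FC library 3 when adjusted over the list alone, limma's camera gave an adjusted p of 3.90e-06 with its preset correlation and adjusted p = 0.549 with an estimated correlation. For 18 striatal markers, with 0 past the threshold, limma's camera gave an adjusted p of 0.00751 with its preset correlation and adjusted p = 0.684 with an estimated correlation. For 6 neutrophil markers, with 0 past the threshold, limma's camera gave an adjusted p of 0.0280 with its preset correlation and adjusted p = 0.549 with an estimated correlation. Without pools 1 and 2 the medians were 0.51 for choroid plexus, 0.17 for leptomeningeal and 0.00 for neutrophil markers. For 18 inflammatory genes, with 0 past the threshold, limma's camera gave an adjusted p of 0.0142 with its preset correlation and adjusted p = 0.549 with an estimated correlation. Of 11 interferon response genes 1 was higher when adjusted over the list alone, Bst2, a factor that tethers viruses, at 3.95 ± 0.524 and 2.81 ± 0.509 FPKM, and limma's camera gave an adjusted p of 0.0194 with its preset correlation and adjusted p = 0.549 with an estimated correlation. For 74 ribosomal protein genes, with 0 past the threshold, limma's camera gave an adjusted p of 5.14e-04 with its preset correlation and adjusted p = 0.684 with an estimated correlation. Malat1, among 5 nuclear-retained noncoding RNAs, was higher when adjusted over the list alone. P2ry12, a purine receptor of resting microglia, was at 9.46 ± 0.331 FPKM in Immo+FC and 11.0 ± 0.605 FPKM in FC and was the 1 of 14 microglial markers that was lower when adjusted over the list alone. Of 5 oligodendrocyte precursor markers 2 were lower and of 5 hippocampal markers 1 was lower, C1ql2, when adjusted over the list alone. The precursor markers were 0 to 2 with a library left out, 1 with the replicate number as a block and 0 with cell marker covariates. With the long transcript score they were 2. The hippocampal marker was lost in some fits with a library left out, at 0 to 1, and was 0 with the long transcript score. It was 1 with the block and with cell marker covariates. Of 3 tested cell division genes 0 passed. None passed among pallial glutamatergic, central amygdala, interneuron, astrocyte, oligodendrocyte, endothelial, mural, erythroid, hypothalamic and thalamic markers.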

Enrichment analyses of the 516 differentially expressed genes revealed four biological pathways, including cell proliferation and cellular response to drugs (Table 3; Table S6).

**Figure 2:**
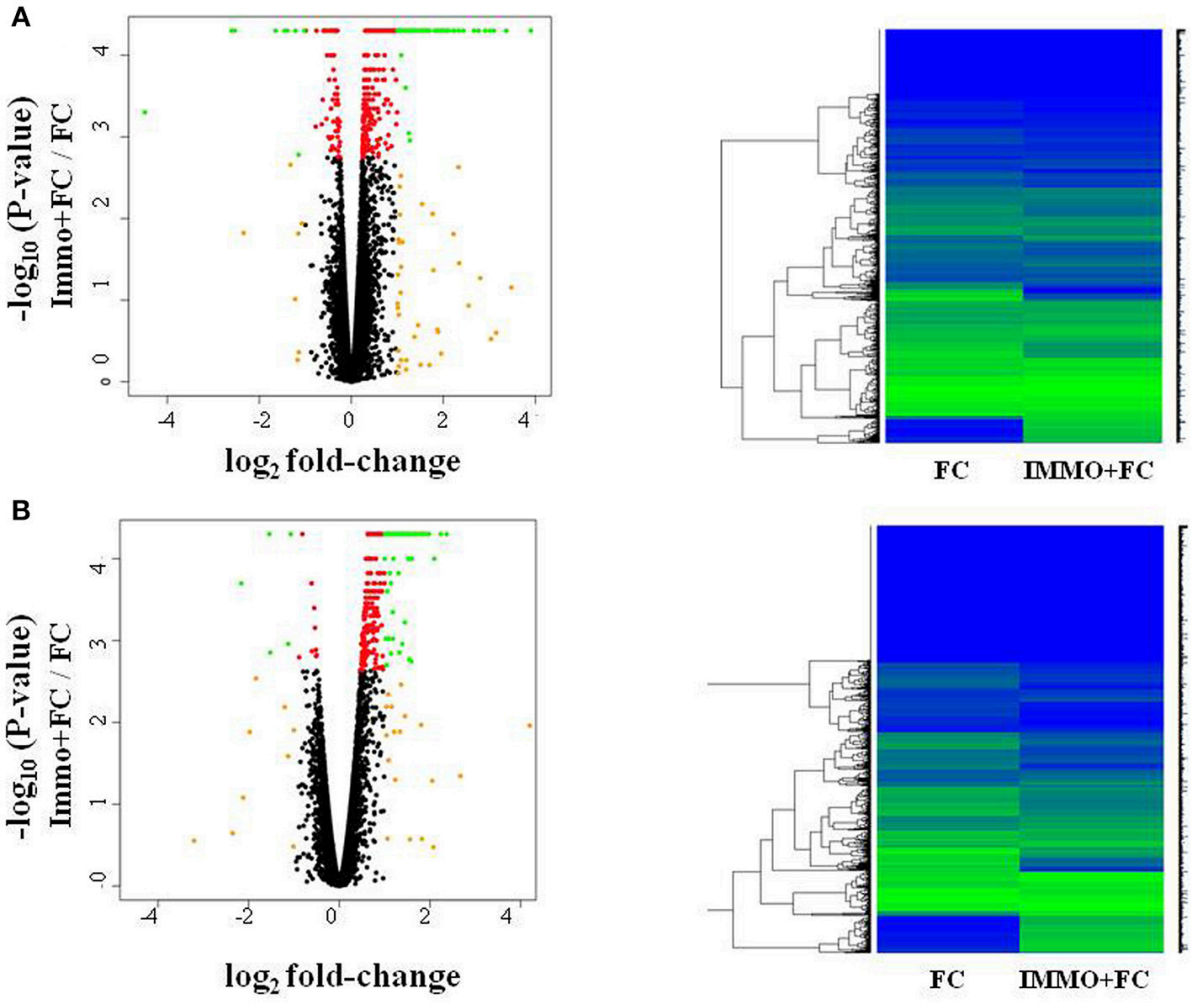
Fear conditioning and prior immunization induce gene expression differences in amygdala and blood. Volcano plots and heatmaps show changes in gene expression in the amygdala **(A)** and blood **(B)** of animals that experienced immobilization (Immo+FC) prior to fear conditioning (FC). The horizontal axis of the Volcano plot is log_2_ fold change for differently expressed genes, and the vertical axis is the negative-log_10_ of the *p*-values are plotted. Each dot represents a gene, with red dots showing genes reaching an FDR corrected *p*-value of 0.05, and green dots representing genes with FDR < 0.05 and absolute fold change >1; orange dots have an absolute fold change>1 but do not reach experiment-wide significance; black dots are genes whose expression is similar between the two groups.

**Figure 3:**
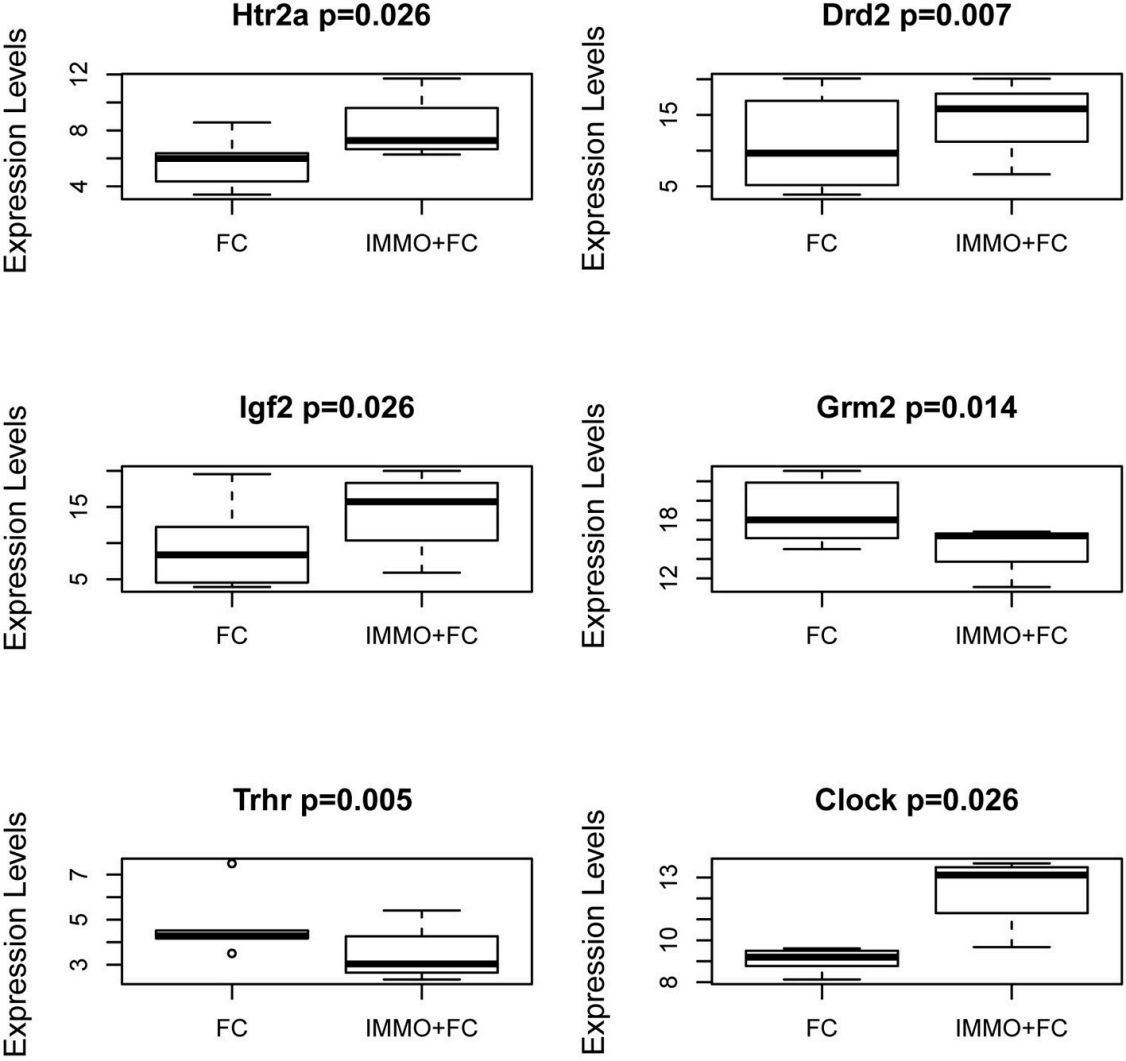
Genes in the Amygdala traditionally associated with PTSD or psychiatric stress phenotypes. Box and Whiskers plots of gene expression in FC and Immo+FC animals for (a) 2 genes traditionally associated with PTSD (*Htr2a* and *Drd2*), and (b) 4 genes associated with stress phenotypes (*Igf2, Grm2, Trhr*, and *Clock*). On the y-axis, gene expression values from the different animal groups. The box represents their quartiles; whiskers the variability outside the upper and lower quartiles; the horizontal line represents the median.

**Table 3:** Enrichment of biological process among genes associated with prior stress immobilization.

**GO number**	**Description**	**FE^**a**^**	***p*-value^**b**^**
**AMYGDALA**			
GO:0008285	Negative regulation of cell proliferation	3.43	0.004
GO:0006457	Protein folding	5.61	0.010
GO:0006986	Response to unfolded protein	9.39	0.014
GO:0042493	Response to drug	3.18	0.029
**BLOOD**			
GO:0002376	Immune system process	6.51	2.29 × 10^−25^
GO:0045087	Innate immune response	6.01	6.40 × 10^−23^
GO:0006954	Inflammatory response	5.83	3.38 × 10^−18^
GO:0052697	Xenobiotic glucuronidation	39.59	5.18 × 10^−8^
GO:0032496	Response to lipopolysaccharide	4.97	1.61 × 10^−6^
GO:0030593	Neutrophil chemotaxis	8.39	1.40 × 10^−5^
GO:0006955	Immune response	3.93	1.72 × 10^−5^
GO:0006935	Chemotaxis	6.04	1.70 × 10^−5^
GO:0042742	Defense response to bacterium	4.66	1.54 × 10^−5^
GO:0032760	Positive regulation of tumor necrosis factor production	9.06	1.47 × 10^−5^
GO:0009813	Flavonoid biosynthetic process	16.97	4.82 × 10^−5^
GO:0052696	Flavonoid glucuronidation	16.97	4.82 × 10^−5^
GO:0071223	Cellular response to lipoteichoic acid	29.69	1.19 × 10^−4^
GO:0009615	Response to virus	6.36	4.56 × 10^−4^
GO:0050729	Positive regulation of inflammatory response	7.07	0.0017
GO:0032755	Positive regulation of interleukin-6 production	7.71	0.0028
GO:0002755	MyD88-dependent toll-like receptor signaling pathway	16.70	0.0028
GO:0019221	Cytokine-mediated signaling pathway	4.27	0.0033
GO:0055072	Iron ion homeostasis	8.48	0.0045
GO:0050830	Defense response to Gram-positive bacterium	5.27	0.0051
GO:0031663	Lipopolysaccharide-mediated signaling pathway	10.06	0.0062
GO:0042127	Regulation of cell proliferation	3.34	0.006
GO:0045766	Positive regulation of angiogenesis	4.42	0.009
GO:0050873	Brown fat cell differentiation	9.17	0.009
GO:0010628	Positive regulation of gene expression	2.57	0.009
GO:0050728	Negative regulation of inflammatory response	5.12	0.013
GO:0042535	Positive regulation of tumor necrosis factor biosynthetic process	17.13	0.013
GO:0002548	Monocyte chemotaxis	7.79	0.020
GO:0034341	Response to interferon-gamma	10.28	0.019
GO:0071222	Cellular response to lipopolysaccharide	3.20	0.021
GO:0008360	Regulation of cell shape	3.84	0.022
GO:0007165	Signal transduction	1.70	0.026
GO:0006898	Receptor-mediated endocytosis	5.94	0.026
GO:0051607	Defense response to virus	3.47	0.026
GO:0043123	Positive regulation of I-kappaB kinase/NF-kappaB signaling	3.59	0.035
GO:0032494	Response to peptidoglycan	22.27	0.036
GO:0050766	Positive regulation of phagocytosis	6.49	0.041
GO:0035456	Response to interferon-beta	19.79	0.050
GO:0045410	Positive regulation of interleukin-6 biosynthetic process	19.79	0.050

a *FE, Fold Enrichment*.

b *p-value following Benjamini-Hochberg correction for multiple testing*.

In blood, prior stress history (Immo+FC) associates with expression differences in 468 genes relative to FC (Figure 2B), the majority of which (97%) increased in expression compared to FC (FDR < 0.05; Table S7). 

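No gene passed the test over all genes between Immo+FC and FC blood. The gene with the smallest p was Igj, the joining chain of antibodies made by plasma cells, at 29.8 ± 13.9 (SD, n = 5) FPKM in Immo+FC and 8.35 ± 4.96 (SD, n = 5) FPKM in FC. Its log2 fold change was 1.85 (standard error 0.36) with an adjusted p of 0.523 from limma, which no gene of the 11656 was below. Next came Pigp, an enzyme of membrane anchors, with a log2 fold change of −0.63 (standard error 0.14), and Spink2, a protease inhibitor of blood progenitors, with 2.65 (standard error 0.59). The other genes of the 10 with the smallest p, none past the threshold, were Nat10 (−0.45), Coa6 (0.39), Zbtb7b (0.54), Zbtb39 (0.52), Gm1673 (1.92), 2610035D17Rik (−0.51) and Pccb (−0.46), with log2 fold changes in parentheses. At an unadjusted p under 0.05, 1112 genes differed, 675 higher and 437 lower in Immo+FC. This number was 260 without pools 1 and 2 of Immo+FC, below the 583 that chance gives over the 11656 genes of the fit of all libraries, and the number past the threshold was 0. Without HC libraries 3 and 4, which share the fit, it was 1635, 962 higher and 673 lower, with 0 past the threshold. Neuron and glia genes, 26 in number, did not differ between these groups, with 0 past the threshold and a median log2 fold change of 0.02. Of the genes of Table S7, chosen on these samples and so not independent evidence, 303 of 467 had an unadjusted p under 0.05 and all ran in the direction of the table. The paper states that a history of stress is associated with differences of expression in blood, most of them increases. A shift of 0.5 in log2 value was recovered for 29.9% of simulated genes in this comparison. A shift of 1 was recovered for 62.7% and one of 2 for 98.5%. These rates do not carry over to the real values, where Spink2 did not pass at a log2 fold change of 2.65. Changes of 1 or less can thus be missed, and so can larger ones.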

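No marker of neutrophils, inflammation, B cells or T cells passed between Immo+FC and FC blood, over all genes or when adjusted over the list alone. Cxcr2, the chemokine receptor that draws neutrophils from the marrow, was at 113 ± 52.1 (SD, n = 5) FPKM in Immo+FC and 54.5 ± 21.0 (SD, n = 5) FPKM in FC. Cd79b, a chain of the B cell receptor, was at 716 ± 93.9 FPKM in Immo+FC and 960 ± 113 FPKM in FC. Of 23 neutrophil markers, 0 passed over all genes and 0 when adjusted over the list alone, with a median log2 fold change of 0.89, and limma's camera gave an adjusted p of 3.61e-08 with its preset correlation and adjusted p = 0.537 with an estimated correlation. The neutrophil score was 1.08, 1.72, 0.22, 0.31 and −0.17 in the Immo+FC libraries and −0.65 to 0.33 in FC. Fpr1, a receptor of bacterial peptides, had a log2 fold change of 1.24 (standard error 0.47), Padi4 0.86 (standard error 0.30) and Trem1 1.10 (standard error 0.39). The median of the list was 0.39 without pools 1 and 2 of Immo+FC. With HC libraries 3 and 4, which share the fit, left out, 9 were higher when adjusted over the list alone at the same median, 15 without HC library 3 by itself and 11 without Immo+FC library 5. Of 37 inflammatory cytokine and Toll-like receptor genes, 0 passed in either way and 16 were higher at an unadjusted p under 0.05, and limma's camera gave an adjusted p of 3.61e-07 with its preset correlation and adjusted p = 0.537 with an estimated correlation. In the absence of pools 1 and 2, 1 was. When adjusted over the list alone, 11 were higher without HC libraries 3 and 4, 11 without FC library 2, 16 without Immo+FC library 3 and 19 without Immo+FC library 5. Socs3, a brake on cytokine signalling, was at 69.4 ± 23.0 and 34.9 ± 6.41 FPKM. Myd88, the adaptor of Toll-like receptors, had a log2 fold change of 0.83 (standard error 0.28) and Nlrp3, a core of the inflammasome, 0.97 (standard error 0.33). Of 14 B cell markers 0 passed, and limma's camera gave an adjusted p of 1.75e-06 with its preset correlation and adjusted p = 0.537 with an estimated correlation. Of these 10 were lower when adjusted over the list alone without HC libraries 3 and 4. For 18 T cell markers, with 0 past the threshold and 7 lower when adjusted over the list alone without Immo+FC library 5, limma's camera gave an adjusted p of 8.83e-06 with its preset correlation and adjusted p = 0.537 with an estimated correlation. For 10 natural killer cell markers, with 0 past the threshold, limma's camera gave an adjusted p of 0.00419 with its preset correlation and adjusted p = 0.537 with an estimated correlation. For 14 monocyte markers, with 0 past the threshold, limma's camera gave an adjusted p of 0.00118 with its preset correlation and adjusted p = 0.537 with an estimated correlation. Ccr2, the receptor that releases monocytes into blood, was at 143 ± 81.5 and 58.1 ± 31 FPKM. For 24 interferon response genes, with 0 past the threshold, limma's camera gave an adjusted p of 0.0208 with its preset correlation and adjusted p = 0.662 with an estimated correlation. For 24 ER chaperone genes, with 0 past the threshold, limma's camera gave an adjusted p of 0.0208 with its preset correlation and adjusted p = 0.549 with an estimated correlation. For 76 ribosomal protein genes, with 0 past the threshold, limma's camera gave an adjusted p of 2.85e-05 with its preset correlation and adjusted p = 0.662 with an estimated correlation. For 12 platelet markers, with 0 past the threshold, limma's camera gave an adjusted p of 0.0308 with its preset correlation and adjusted p = 0.662 with an estimated correlation. Gh, the 1 tested pituitary hormone gene, was at 0.886 ± 0.396 FPKM in Immo+FC and 3.17 ± 1.50 FPKM in FC. No gene passed among nuclear-retained noncoding RNAs, thyroid and skin genes, and erythroid, eosinophil and basophil, heat shock, circadian, glucocorticoid response, immediate early and cell division genes. Of 8 skeletal muscle genes 1 was higher when adjusted over the list alone, Tnnc2, with a log2 fold change of 1.32 (standard error 0.40). Of 453 genes that Table S7 holds outside the neutrophil list and that were tested, 287 were higher at an unadjusted p under 0.05, and 36 were with the neutrophil score as a covariate. Their median log2 fold change was 0.74 before and 0.21 after. Over all 668 genes outside the list that were higher at an unadjusted p under 0.05, 117 were with the covariate, and the median was 0.54 before and 0.26 after. The enriched processes lead the paper to propose a change of immune response and cytokine signalling. It also rests this on blood cell counts, in which Immo+FC had more neutrophils and fewer lymphocytes, as proportions, than FC and HC.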

Enrichment analysis revealed 39 pathways including immune response, inflammation, and cytokine signaling pathways (Table 3). To contextualize these differences, we compared the proportion of blood cell types (monocytes, neutrophils, and lymphocytes) between each group. Although there were no differences in blood cell composition between the HC and FC groups, Immo+FC had a higher proportion of neutrophils and a lower proportion of lymphocytes relative to both FC (*p* = 0.013) and HC (*p* = 0.007; Figure 4).

**Figure 4:**
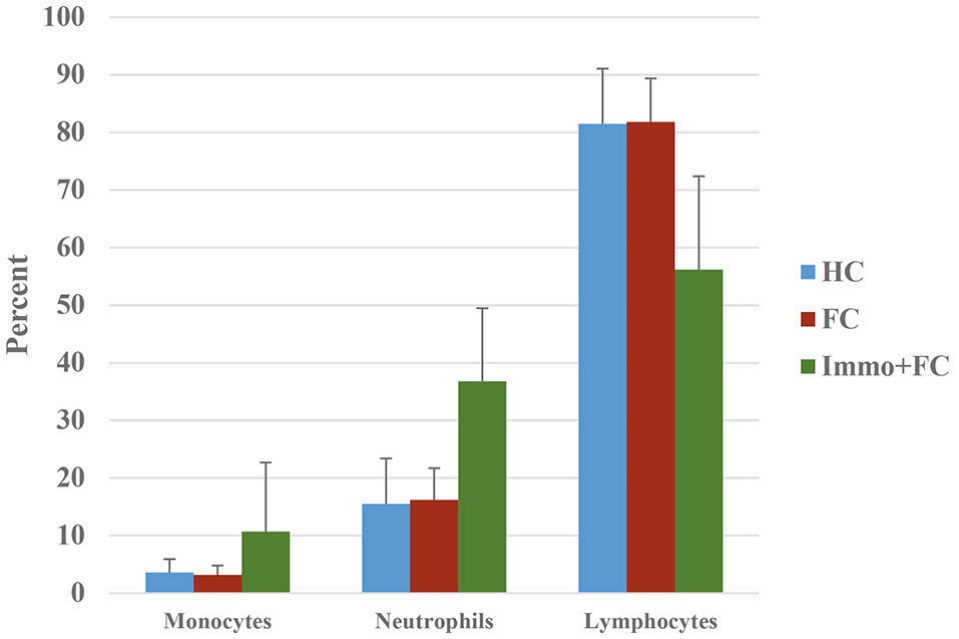
Prior stress sensitization causes immune dysregulation. Percent of monocytes, neutrophils, and lymphocytes in the three different groups (HC, FC, and Immo+FC) are shown. Bars indicate standard errors.

We then compared the genes whose expression differed in the amygdala (FDR < 0.05) with those that differed in blood. We identified 27 genes (Table 4) that change in Immo+FC vs. FC in both tissues, 20 (74%) of which occurred in the same direction in both tissues. 

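None of the genes that the paper lists for Immo+FC and FC in both tissues was past the threshold in both, and 20 of 27 ran in the same direction. Erdr1, a secreted factor of erythroid differentiation, was at 33.8 ± 2.44 (SD, n = 5) FPKM in Immo+FC blood and 71.0 ± 18.1 (SD, n = 5) FPKM in FC blood (exact permutation test, p = 0.00794), and its log2 fold change was −0.58 in amygdala. Sdf2l1, an ER chaperone cofactor, was at 29.2 ± 9.10 (SD, n = 5) FPKM in Immo+FC blood and 18.8 ± 1.24 (SD, n = 5) FPKM in FC blood (exact permutation test, p = 0.00794), with a log2 fold change of 0.34 in amygdala. The gene Dnajb14, a membrane cochaperone, had a log2 fold change of 1.51 (standard error 0.26) in amygdala with an adjusted p of 0.0694 from limma, and Lnpep, an aminopeptidase, one of 2.81. By the rule of an adjusted p under 0.05 from limma in amygdala and an unadjusted p under 0.05 in blood, 0 genes qualified where 0.179 were expected by chance. At an unadjusted p under 0.05 in each tissue, 91 genes qualified and 89.8 were expected. Of these 39 were lower in both tissues, where 23.6 were expected, and 15 higher in both, where 18.9 were expected. For Cdk5rap2 the log2 fold change in blood lay below that in amygdala by 1.11 (permutation test, adjusted p = 0.028 outside the limma fits). For Prkdc, a kinase of DNA repair, it lay below by 0.59 (permutation test, adjusted p = 0.0195 outside the limma fits). Amygdala and blood of the same pool number could be set side by side for 13 pools, with group means removed, although the sources used here do not state that a number marks the same mice. Over the 10 genes that the paper finds in both tissues, Sdf2l1 had the highest Pearson r, 0.543, and no gene passed the permutation test, with adjusted p from 0.723 for rank correlations, none of them from limma. The 27 genes were chosen on these samples, so the shared direction is not independent evidence. From such genes the paper proposes common signals of stress history in amygdala and blood.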

Among the 10 genes that remained significant after multiple test correction in both tissues, *Dmxl2, Trps1, Fgd4*, and *Thbd* have similar expression patterns in Immo+FC and HC. 

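Immo+FC and HC were compared directly for these 4 genes. Dmxl2, a synaptic vesicle scaffold, was at 22.0 ± 3.24 (SD, n = 4) FPKM in Immo+FC amygdala and 22.6 ± 4.07 (SD, n = 6) FPKM in HC amygdala, a log2 fold change of −0.03 (standard error 0.12). Trps1, a GATA-type repressor, had −0.06 (standard error 0.13), and Fgd4, an activator of the GTPase Cdc42, was at 3.39 ± 0.862 and 3.39 ± 1.14 FPKM. Thbd, the thrombin receptor of endothelium on chromosome 2 of GRCm38 from 148404466 to 148408188, differed from these 3 genes. It was at 2.54 ± 0.286 (SD, n = 4) FPKM in Immo+FC amygdala and 1.65 ± 0.315 (SD, n = 6) FPKM in HC amygdala (exact permutation test, p = 0.00952), a log2 fold change of 0.61 (standard error 0.13) with an adjusted p of 0.0745 from limma. Its level in FC amygdala was 1.59 ± 0.221 FPKM, so HC and FC were close and Immo+FC stood above both. In blood the log2 fold changes between Immo+FC and HC were 0.28 for Dmxl2, 0.44 for Trps1, 0.75 for Fgd4 and −0.14 for Thbd, none past the threshold. Fgd4 in HC blood was at 2.66 FPKM in library 3, which is rich in neutrophil transcripts, and at 1.08 to 1.29 FPKM in the others. The transcripts of Dmxl2 and Trps1 have 10614 and 9859 bases, in the range where FC amygdala had low values for many genes. The paper states that the 4 genes have similar patterns in Immo+FC and HC, and a lack of a difference in 4 and 6 libraries does not exclude a small one.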

Interestingly, the remaining genes in which immobilization (Immo+FC) had induced changes in expression seem to be involved in immune response (*Lbp* and *Lnc2*), anxiety behavior and schizophrenia (*Pde7b*), corticosterone homeostasis, and steroid transportation (*Lcn2* and *Soat1*; Figure 5). 

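Of the genes named here, Lbp and Pde7b followed marker scores of choroid plexus and of striatum in amygdala. Lbp encodes the protein that binds bacterial lipopolysaccharide and lies on chromosome 2 of GRCm38 from 158306493 to 158332852. In amygdala it was at 1.81 ± 0.953 (SD, n = 4) FPKM in Immo+FC and 1.03 ± 1.10 (SD, n = 6) FPKM in FC (exact permutation test, p = 0.243), and over 16 libraries its Pearson r with the choroid plexus score was 0.992. In blood it was at 2.29 ± 1.06 and 1.2 ± 0.287 FPKM (exact permutation test, p = 0.0397). Lcn2, a protein of neutrophil granules that binds iron carriers, was at 3.27, 4.04, 0.0575 and 0.169 FPKM in the 4 Immo+FC amygdala libraries, so pools 1 and 2 carried its mean. In blood it was at 209 ± 122 (SD, n = 5) FPKM in Immo+FC and 109 ± 76.6 (SD, n = 5) FPKM in FC (exact permutation test, p = 0.111). Pde7b, a phosphodiesterase of striatal neurons, was at 8.33 ± 1.91 and 6.72 ± 2.02 FPKM in amygdala (exact permutation test, p = 0.276), and its r with the score of striatal markers was 0.959. In blood it was at 2.89 ± 1.49 FPKM in Immo+FC and 1.31 ± 0.344 FPKM in FC (exact permutation test, p = 0.0159). Soat1, which esterifies cholesterol, was at 4.43 ± 0.449 (SD, n = 4) FPKM in Immo+FC amygdala and 3.55 ± 0.249 (SD, n = 6) FPKM in FC amygdala (exact permutation test, p = 0.00476), with an adjusted p of 0.182 from limma over all genes. In blood its levels were 11.4 ± 3.52 and 7.83 ± 2.31 FPKM (exact permutation test, p = 0.0952). Against HC the log2 fold changes of Immo+FC in amygdala were 1.56 for Lbp, 2.55 for Lcn2, 0.38 for Pde7b and 0.18 for Soat1, none past the threshold. From known functions of these genes the paper proposes links to immune response, anxiety and steroid transport.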

While we cannot state whether or not these genes are also regulated by immobilization alone, the observation of regulation in both stress exposed and non exposed animals following fear conditioning suggests that these genes are similarly transcribed in the amygdala following fear conditioning.

**Table 4:** Overlap in amygdala and blood in Immo+FC vs. FC.

**Gene**	**Amygdala**			**Blood**		
	**Fold change**	***p*-value**	***q*-value**	**Fold change**	***p*-value**	***q*-value**
*Dmxl2*	0.39	5E-05	0.003	0.99	5E-05	0.002
*Erdr1*	−0.59	5E-05	0.003	−1.07	5E-05	0.002
*Lcn2*	3.36	5E-05	0.003	0.95	5E-05	0.002
*Pde7b*	0.33	4E-04	0.015	1.15	5E-05	0.002
*Trps1*	0.40	2E-04	0.007	0.81	5E-05	0.002
*Sdf2l1*	0.39	7E-04	0.024	0.64	2E-04	0.007
*Soat1*	0.34	5E-04	0.019	0.55	5E-04	0.015
*Thbd*	0.69	5E-05	0.003	0.69	7E-04	0.019
*Fgd4*	0.78	5E-05	0.003	0.84	8E-04	0.021
*Lbp*	0.83	5E-05	0.003	0.94	2E-03	0.047
*Gh*	−4.49	5E-04	0.019	−1.84	3E-03	0.058
*Cers6*	0.44	5E-05	0.003	0.55	4E-03	0.072
*Rbm3*	−0.30	1E-03	0.032	−0.46	4E-03	0.075
*Stxbp6*	−0.27	8E-04	0.025	0.74	7E-03	0.107
*Lyst*	0.53	5E-05	0.003	0.42	7E-03	0.110
*Jhdm1d*	0.35	5E-05	0.003	0.40	1E-02	0.154
*Lnpep*	3.10	5E-05	0.003	0.41	1E-02	0.178
*Endou*	1.01	5E-05	0.003	−0.76	2E-02	0.212
*Cdk5rap2*	0.72	5E-05	0.003	−0.44	2E-02	0.242
*Polr2a*	−0.26	7E-04	0.023	−0.36	3E-02	0.270
*F5*	0.60	3E-04	0.012	−0.38	3E-02	0.282
*Prkdc*	0.29	1E-03	0.031	−0.37	3E-02	0.310
*Hpcal1*	−0.31	5E-05	0.003	0.33	3E-02	0.311
*Nr4a1*	0.31	1E-04	0.005	−0.33	3E-02	0.312
*Dnajb14*	1.55	5E-05	0.003	0.54	4E-02	0.342
*Pcnx*	0.26	5E-04	0.017	0.33	5E-02	0.368
*Pisd_ps3*	−0.40	5E-05	0.003	−0.31	5E-02	0.373

*Gene associated in both blood and amygdala. Gene Name: Dmxl2, Dmx-like 2; Erdr1, erythroid differentiation regulator 1; Fgd4, FYVE, RhoGEF, and PH domain containing 4; Lcn2, lipocalin 2; Lbp, lipopolysaccharide binding protein; Pde7b, phosphodiesterase 7B; Soat1, sterol O-acyltransferase 1; Sdf2l1, stromal cell-derived factor 2-like 1; Thbd, thrombomodulin; Trps1, trichorhinophalangeal syndrome I*.

**Figure 5:**
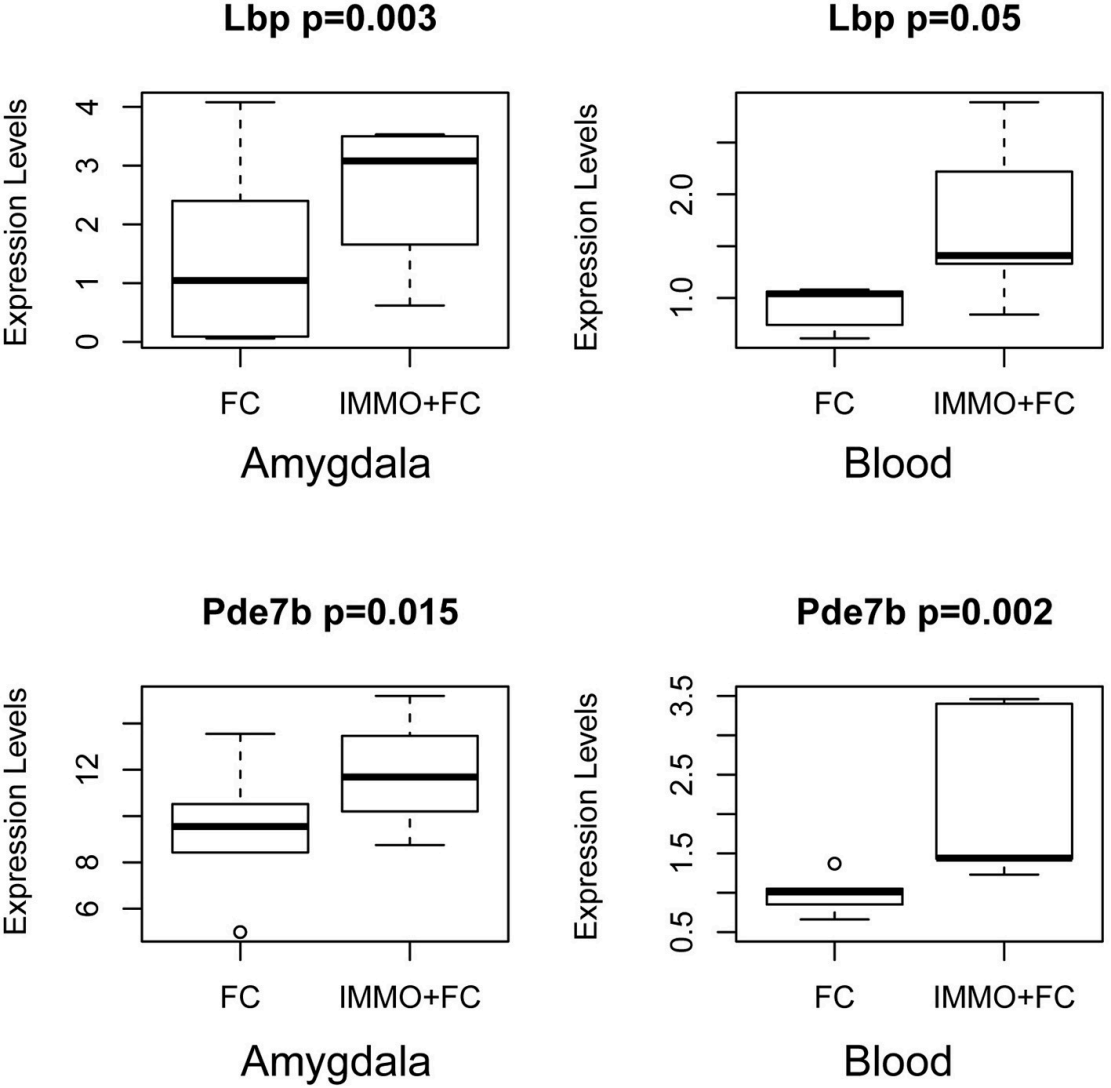
Common Signals in Amygdala and Blood prior stress sensitization in representative genes. Box and Whiskers plots depict gene expression (y-axis) in FC and Immo+FC animals. Representative genes that associate with prior immobilization in both amygdala and blood are shown. On the y axis, gene expression values from the different animal group. The box represents their quartiles; whiskers the variability outside the upper, and lower quartiles; the horizontal line represents the median; outliers are indicated by single dots.

## Discussion

This study utilized a translational animal model to examine molecular alterations associated with threat exposure in both the blood and amygdala of mice with and without a prior stress history. As much work has noted that, while trauma-related disorders can occur in individuals following exposure to a single trauma, individuals with a history of early stress and trauma are more likely to develop PTSD following subsequent trauma exposure (2, 33). We examined RNA expression changes in two different tissues: (1) the amygdala, often considered the “hub” of the fear and threat response in humans and animals (34, 35) and (2) the blood, the most common tissue used in human PTSD studies. Identification of a common gene expression response pattern presents a valuable step in translational biology, toward bridging the disconnect between how peripheral gene expression changes are relevant to PTSD-related behavioral alterations in humans.

In this study, fear conditioning resulted in differences in enrichment of genes implicated in learning and memory as well as general cellular processes in the amygdala (Table 1). These results provide confidence in our approach, as they are consistent with established pathways relevant to amygdala-mediated fear learning. However, our observation of fear conditioning induced down-regulation of gene transcription in the amygdala is noteworthy as one might expect that associative learning would increase transcription to support plasticity necessary for memory formation. As fear conditioning has been found to result in multiple waves of transcriptional processes occurring across the minutes to hours that follow (36), these data should be viewed as a static snapshot of the dynamic transcriptional processes that accompany fear conditioning, i.e., 2 h for the current study. Other recent studies have utilized time-points more proximal (30 min or 1 h) to fear conditioning and more distant (6 h and 24 h) to examine transcriptional changes, and have also demonstrated conditioning related down-regulation and up-regulation of gene targets (10, 37–39). Therefore, while 2 h has traditionally been used by our group for examining transcriptional processes following fear conditioning in the amygdala, these data must indeed be considered as only a subset of the dynamic and highly interwoven molecular processes, including translational and epigenetic processes, which also accompany fear conditioning.

In response to fear conditioning, prior acute stress immobilization conducted the previous week, induces distinct gene expression differences involved in immune activation pathways in blood. Several studies have shown a strict causal association between immune response, inflammation, and PTSD (40). Compared to mice that underwent FC alone, mice exposed to prior immobilization showed gene expression patterns consistent with immune dysregulation. This was supported by the observation that blood from Immo+FC mice had a higher proportion of neutrophils, an essential part of the innate immune system, and an indicator of inflammation. The neutrophil-lymphocyte ratio has recently been used as an indicator of chronic low-grade inflammation, and known to associate with clinical outcomes in neuropsychiatric disorders (41, 42). Our data suggested that immune response genes and pathways are responsive to prior immobilization stress both in the blood and amygdala.

In examining transcriptional differences in the amygdala of mice with and without prior stress exposure, we observed a number of genes that have previously been associated with PTSD. In particular, *DRD2*, and *HTR2a* are of interest as both the dopaminergic and serotonergic systems have been traditionally implicated in the pathophysiology of PTSD (28, 43, 44). Indeed, dopamine dysregulation has been implicated in various PTSD symptoms (e.g., attention, vigilance, arousal, sleep), and *DRD2* has been associated with PTSD diagnosis (26, 29). Similarly, as serotonin and norepinephrine reuptake inhibitors (SSRI and SNRI) remain the first line pharmacotherapy for PTSD, and numerous candidate gene studies have identified a link between variants in serotonin related genes, including *HTR2a* (27, 28), our observation of differential expression of *HTR2a* is consistent with the previous literature and support for this neurotransmitter system in the consequences of threat and trauma exposure. We also identified genes (*Igf2, Clock, Grm2, Trhr1*) that have been previously associated with stress-related phenotypes. Interestingly, *Igf2* methylation has been found to associate with PTSD (45), fear extinction (30), and more classically in chronic stress response (46). Among other differentially expressed genes in Immo+FC vs. FC, *Clock*, a gene involved in the circadian rhythms, is particularly interesting as mice with mutations of this gene have altered anxiety behaviors (31), and as sleep disturbances are commonly reported by PTSD patients (47). Similarly, *Grm2* (metatropic glutamate 2 receptor) has been associated with anxiety-like behaviors in several rodent models, and activation of these receptors in the amygdala has been found to be necessary for fear related behaviors. Highly selective mGluR2/3 agonists depress excitatory neurotransmission in the amygdala (48), suggesting that such agonists may be potentially therapeutic for PTSD patients by reducing amygdala hyperactivity (32, 49). Finally, we observed regulation of the Thyrotropin Releasing Hormone Receptor1 (*Trhr1*) in Immo+FC animals; a novel finding that is of interest given its role in the hypothalamic-pituitary-thyroid axis and the observation that clinical dysfunction of the thyroid hormone system can manifest with anxiety behaviors (50). These data support the utility of this approach in examining blood and brain-based alterations in threat exposure occurring with and without a prior stress history.

As one of our main objectives was to identify common biological responses to fear and stress in both brain and blood, we evaluated shared genes in amygdala and blood. Although there was a limited overlap in individual genes that responded to each condition (Table 4), we found six genes in which changes of expression were specifically associated with immobilization. Among these genes, *Pde7* encodes phosphodiesterase-7, known for its regulation of T-cell function and association with regulation of immune response, and its inhibitors may help patients with immunological and neuro-inflammatory disorders (51). In rodents, inhibition of Pde7 regulates anxiety behaviors, mediated by increasing levels of hypothalamic thyrotropin-releasing hormone (52). Notably, a dual Pde7 and GSK-3β inhibitor significantly improves episodic and spatial memory and enhances fear memory, as well as facilitating paired-pulse inhibition and latent inhibition, both behaviors that have been found to be impaired in psychosis, suggesting that inhibition of Pde7 and GSK-3β enhances cognition (53). Lipopolysaccharide Binding Protein (*Lbp)* and Lipocalin 2 (*Lnc2)* are involved in an acute phase of immunological response and metabolic inflammation (54). Sterol O-Acyltransferase 1 (*Soat1*) plays an important role in cholesterol homeostasis regulation and metabolism, and it has been extensively studied as a target for hypercholesterolemia and Alzheimer's disease (55). The observation of immune response and inflammation-related genes is of particular interest given the recent emerging appreciation of the role of immune-response and inflammatory pathways in psychiatric disorders, including depression, autism, and trauma-related disorders (56, 57). Recent work examining the consequences of early-life inflammation via lipopolysaccharide administration has revealed impairments in fear memory extinction during adulthood (58), in line with our observation that a prior history of stress results alterations in inflammation, might suggest that prolonged inflammatory responses contribute to impaired fear extinction. Further, it is of interest that inhibition of pro-inflammatory cytokines has been suggested to facilitate fear memory extinction (59). Taken together, these findings suggest that a closer examination of the induction of inflammation and cytokine pathways in stress and trauma responses may yield new strategies for alleviating the deleterious consequences of stress and trauma.

While our data reveal transcriptional alterations in the amygdala and peripheral blood that accompany fear conditioning with and without prior stress history, it is important to note that other recent studies employing alternative models of rodent stress have examined gene expression in blood and brain (38, 60, 61). Our use of immobilization restraint stress is predicated on our prior experience with this paradigm resulting in altered fear memory processes, anxiety behaviors and HPA axis function (4, 15); as our primary goal was to examine the consequences of stress history on subsequent molecular alterations that accompany fear conditioning, we utilized this model to conduct this genetic discovery study. Importantly, while recent studies employing different stress procedures, 21-day variable stress, chronic restraint stress, repeated shock administration, and social defeat stress have been used to examine transcriptional processes in the amygdala, this single-session immobilization stress procedure is relatively acute in comparison (38, 61, 62). Coupled with our previous demonstration of altered fear and anxiety processes using this paradigm, the altered transcriptional processes observed in this current study suggest that even relatively brief exposures to stress prior to a threating situation, such as auditory fear conditioning, can be useful in revealing the lasting imprint of stress history on molecular events associated with traumatic memory formation. While it would be unwise to intensively interpret our data with relevance to those which have utilized different paradigms, it is important to highlight that many of these studies have also revealed alterations of genes that are associated with immune response, dopamine function, and glucocorticoid related signaling (38, 60, 61), which suggest that shared pathways altered by stress are emerging across a variety of behavioral models.

We acknowledge that this study has some limitations. First, although blood cell counts varied in the different groups, we were not able to account for such variation in the analysis but were able to capture the information related to that variation. Alternatively, as white blood cell counts change following immobilization, covarying for cell composition may obscure biological differences that accompany gene expression changes. Second, we focused our analyses on the amygdala, because of its role in fear and threat response behaviors. As such, we utilized auditory fear conditioning as it is well established to rely on amygdala function. As a result, we cannot extrapolate these data to other brain regions that contribute to stress and traumatic memory (e.g., hippocampus, insula, cingulate, and prefrontal cortex). Additionally, this study was conducted exclusively in male rodents, which showed a higher response to shock-induced contextual fear conditioning than females in terms of behavioral phenotypes (freezing and rearing activity) (63). However, given the higher prevalence and heritability of PTSD in females in human population (64, 65), and the emerging role of circulating estrogen levels in relation to fear and anxiety behaviors, additional studies should specifically examine transcriptional changes in females with full regard to the estrus phase. Next, in order to get sufficient RNA for a comprehensive survey of the transcriptome, we pooled two animals per sample for each group. Though this does not limit our ability to identify overall similarities and differences in different tissues of the same animals in response to threat exposure or to interpret pathway analysis, caution should be taken in interpreting the results of individual genes. Finally, we are aware that different strains of mice may generate different patterns of expression in response to FC; a cumulative analysis in different strains of mice could eventually increase the power to detect additional genes relevant to PTSD-related phenotypes (66).

In conclusion, this study provides a translational framework for mouse and human studies aimed at examining the molecular correlates that inform studies of psychiatric disorders. We were able to identify, in the amygdala, several genes that specifically respond to the stress immobilization paradigm, some of which have been traditionally associated with PTSD, and anxiety disorders. Future studies will be needed to evaluate if these genes associate with PTSD or stress-related traits in human clinical studies.

## Author Contributions

AL performed statistical analyses and contributed to writing the manuscript. SM performed the mouse experiments and contributed to study design, and manuscript writing. SS and RA helped with the mouse experiments and manuscript editing. KR helped to design the experiment, interpret the data, and write the manuscript. AS helped to design the experiment, analyze and interpret the data, and write the manuscript.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Dynamic Patterns of Threat-Associated Gene Expression in the Amygdala and Blood
**Source:** Front Psychiatry. 2019 Jan 17;9:778. doi: 10.3389/fpsyt.2018.00778
**Supplement:** Supplementary file 1

**Table S1. Expressed Genes in Amygdala and Blood for each condition.**

|  | # Genes | %^a^ |
| --- | --- | --- |
| **Amygdala** |  |  |
| HC | 16,012 | 68.7 |
| FC | 16,055 | 68.9 |
| Immo+FC | 16,282 | 69.9 |
| Expressed in all | 15,626 | 67.1 |
|  |  |  |
| **Blood** |  |  |
| HC | 12,994 | 55.8 |
| FC | 12,795 | 54.9 |
| Immo+FC | 12,747 | 54.7 |
| Expressed in all | 11,933 | 51.2 |
|  |  |  |
| **Overlap** |  |  |
| HC | 12,418 | 53.3 |
| FC | 12,158 | 52.2 |
| Immo+FC | 12,165 | 52.2 |
| Expressed in all | 11,353 | 48.7 |
|  |  |  |

^a^Percent was calculated out of the total number of genes analyzed (23,303).

How the deposited data were processed for this re-analysis (not part of the article)

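RNA-seq libraries of amygdala punches and of trunk blood were analysed from 3 groups of mice, HC, FC and Immo+FC, each library from a pool of 2 mice of the same group. Mice of the FC group were killed 2 h after fear conditioning, and mice of the Immo+FC group had 2 h of immobilization in the week before conditioning. The amygdala set has 6 HC, 6 FC and 4 Immo+FC libraries and the blood set has 4 HC, 5 FC and 5 Immo+FC libraries, 30 in all. Every column of the deposited table belongs to a mapped sample. The design has no group with immobilization alone, so an effect of immobilization without conditioning was not measured.

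The authors depleted globin transcripts from blood RNA, prepared poly-A selected libraries and sequenced 8 pools per lane in paired reads of 101 cycles. The assignment of pools to lanes is not given in the sources used here. The authors aligned reads to mm10 with STAR 2.3 and computed the FPKM values with Cufflinks 2.1.1, and tested differences with Cuffdiff 2.1.1 at q under 0.05. The deposited FPKM table gives 1 value per gene and library for 23303 gene entries, in which 272 entries join the symbols of overlapping genes. Entries for mitochondrially encoded genes are absent from the table, so that list was not tested. The deposited mapping table gives total sequences and percent values of mapped reads as made by the authors. In the paper's supplementary tables the FPKM of a group is a fixed multiple of the mean of the deposited values, with a median ratio of 1.40 for FC, 1.41 for HC and 1.42 for Immo+FC in amygdala and of 0.757 for FC, 0.738 for HC and 0.759 for Immo+FC in blood.

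The FPKM values were turned into log2(FPKM + 0.1) and fitted with limma 3.58.1 in R 4.3.3, with moderated variances and a trend of variance with mean. Genes with a mean of at least 0.5 FPKM over the libraries of a tissue were tested. The 3 groups of a tissue shared 1 fit without covariates, and the comparisons were FC with HC, Immo+FC with FC and Immo+FC with HC. Genes past an adjusted p of 0.05 by the method of Benjamini and Hochberg in limma were counted. Single genes of the paper were also compared by exact permutation of the libraries of 2 groups, and correlations were tested with 100000 random reassignments within groups. No 2 libraries were identical, and the Pearson correlation between libraries of a tissue was 0.9656 to 0.9906 in amygdala and 0.9177 to 0.974 in blood.

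Gene lists were tested with limma's camera at its preset correlation of 0.01 and again with a correlation estimated from the data, and with limma's fry. A list needed at least 3 tested members. In amygdala 33 lists were tested. They hold immediate early genes, learning and memory genes, presynaptic machinery, glutamate receptors, GABA receptors, voltage-gated ion channels, ER chaperones and the unfolded protein response, heat shock proteins, circadian clock genes, glucocorticoid response genes, PTSD candidate and stress hormone genes, nuclear-retained noncoding RNAs, ribosomal proteins, cell division genes, interferon response genes, inflammatory genes and markers of cell types and of tissues next to the amygdala. In blood 20 lists were tested, with genes of neurons and glia, of skeletal muscle and of blood cell types among them. Pituitary hormone genes and thyroid and skin genes had too few tested members for camera. Camera with the preset correlation called 9, 13 and 14 lists in the 3 comparisons of amygdala and 7, 10 and 8 in those of blood, and with the estimated correlation it called 0 in each. Fry called 0, 0 and 3 lists in amygdala and 3, 0 and 2 in blood.

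Genes named in the text follow a fixed rule. For each comparison these are the 10 highest and 10 lowest log2 fold changes past the threshold with a mean of at least 1 FPKM and no overlap between groups, or the 10 smallest p-values where none passes, the genes that the paper names, and up to 4 members of each list that is described. The values in the paper's tables were seen before this rule was written. Transcript lengths and gene positions are from GENCODE vM21 on GRCm38, the build also called mm10, where 421 of 432 named genes had a position. The length of a gene is that of its longest transcript.

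The fits were tested on simulated data with known changes. In amygdala a log2 change of 0.5 was recovered for 85.1% of genes in FC with HC, 85.1% in Immo+FC with FC and 83.6% in Immo+FC with HC, and a change of 1 for 97.0%, 98.5% and 95.5%. In blood a change of 0.5 was recovered for 20.9%, 29.9% and 26.9% of genes in these comparisons and a change of 1 for 73.1%, 62.7% and 64.2%. Unchanged genes called were 9, 10 and 11 of 13283 in amygdala and 9, 2 and 8 of 11431 in blood. These rates hold for the simulated data only. In real Immo+FC against FC blood Spink2 did not pass at a log2 fold change of 2.65.

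Alternatives set before the files were opened were other pseudocounts, other minimum values, median-ratio scaling, quantile normalization, a fit of only the groups compared, limma's array weights, the replicate number as a block, cell marker scores as covariates, and each library left out in turn. After the values were seen, fits with the score of transcripts over 10 kb as a covariate, without pools 1 and 2 of Immo+FC, and without HC libraries 3 and 4 of blood were added. Real groups were also compared with 100 splits of the same libraries. Blood cell counts and freezing behaviour are not analysed here, and the pathway annotation that the authors used was not run.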

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

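The tests of transcript length, of long transcripts and of the fold change left with a long transcript, choroid plexus or striatal covariate were chosen after the result was seen, as was the use of Table S7 in the test of neutrophils.

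Transcripts over 10 kb belonged to 160 of the 875 genes lower in FC than HC amygdala and to 132 of the 532 higher in Immo+FC than FC amygdala, at an unadjusted p under 0.05, and to 317 of the 13508 tested. If the yield of long transcripts differs between libraries whatever their group, HC libraries should differ among themselves in the same genes, and 2 HC libraries lay within the range of the FC libraries. Across the 317 transcripts over 10 kb the main axis of the HC libraries had an r of 0.946 with the log2 fold change of Immo+FC against FC, which is consistent with such a yield. Across all genes r was 0.094, and 0.021 to 0.136 with 1 HC library left out. With the long transcript score as a covariate 111 of the 400 genes higher in Immo+FC outside these transcripts stayed higher, with 44.8% of their median log2 fold change left. How much of the whole comparison such a yield makes is left open. As HC mice had neither treatment, conditioning and immobilization cannot have made that axis.

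A second account is that conditioning itself lowers long transcripts, as very long genes take longest to transcribe. The genes here were chosen by the length of the transcript, which is not the length of the gene. Immo+FC mice were conditioned too, and their median log2 fold change against HC over these transcripts was −0.0058, so an effect of conditioning alone may be excluded only if immobilization does not undo it. Without a group that had immobilization only, the data cannot tell these apart. RNA integrity per library, the lane of each pool, or long-read sequencing of the same RNA would. The paper reports high RNA integrity for all samples but gives no value per library.

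Another account is tissue next to the amygdala in the punches. With the choroid plexus score as a covariate 111% of the median log2 fold change of the genes higher in Immo+FC was left, and with the striatal score 92.3%, so neither is likely to be the whole source of these genes. The tests set earlier left both open. Choroid plexus markers had a median log2 fold change of 1.08, but the genes past the threshold in limma rose from 3 to 58 with their score as a covariate where a fall was looked for, and the median of striatal markers, 0.27, was neither above 0.3 nor within 0.1 of 0. Across libraries Igf2 and Lbp followed the choroid plexus score, and Drd2 and Pde7b the striatal score.

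Of 26 neuron and glia genes, 19 had lower values in FC and 16 in Immo+FC than in HC blood when adjusted over the list alone, and 0 and 1 over all genes. Without HC libraries 3 and 4, 0 of 23 passed in FC against HC and 1 of 23 in Immo+FC against HC when adjusted over the list alone. With all libraries, camera with an estimated correlation had an adjusted p of 0.180 and 0.366. Brain RNA that entered trunk blood at decapitation is one explanation, and the excess of HC libraries followed the amygdala FPKM with a rho of up to 0.74, which is consistent with it. A second is a real loss of such transcripts from blood after conditioning. Of the conditioned libraries, 1 FC and 1 Immo+FC library had the same order, at a rho of 0.566 and 0.561. The other FC libraries were at −0.573 to 0.051 and the other Immo+FC libraries at −0.555 to 0.205. As the excess is taken over the FC mean, both signs can arise within FC, so these values do not decide between the accounts. Blood drawn before decapitation would separate the accounts.

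The median of neutrophil markers was higher in Immo+FC than FC blood, with none past the threshold. A fall in genes past the threshold was to be the test, but limma called 0, with 1112 at an unadjusted p. With the neutrophil score as a covariate 36 genes of Table S7 outside the list were higher, where 287 were without it. Of all 668 genes outside the list that were higher at an unadjusted p, 117 stayed higher, with 48.3% of their median log2 fold change left. This is consistent with a higher share of neutrophils for part of the difference, and in line with the cell counts that the paper reports. Activation within neutrophils could raise the same genes. Pools 1 and 2 carry much of the difference. Sorted neutrophils would settle it.

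Splits of the same libraries at random gave these counts from limma, with the real split included. Entries listed at 0 in a whole group, which can be failed estimates, favour the real split. They are the merged Meg3 entry in FC amygdala, and Filip1l and Cmss1 in FC and Immo+FC blood. Splits without these entries were not made, so counts past the threshold that include them do not decide on chance. In FC against HC amygdala 2 of 100 splits had as many genes past the threshold as the real 2, and the highest other had 10. By unadjusted p 1 split did, the real one with 1765 genes, and the highest other had 1747. In Immo+FC against FC amygdala 1 split had as many as the real 3, the highest other having 1. Among unadjusted counts, 16 did, with 1409 real and 2418 as the highest other, so chance cannot be excluded for the unadjusted count. In Immo+FC against HC amygdala 2 splits had as many as the real 27, the highest other having 359. That other split set HC libraries 1 to 3 and Immo+FC library 1 apart from the rest. A structure of the samples could give this, which was not tested. For genes with an unadjusted p under 0.05, 6 splits had as many, with 1765 real and 2564 as the highest other, so chance cannot be excluded there.

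In blood, FC against HC had 1 of 100 splits with as many as the real 4 genes past the threshold in limma, the highest other having 1. The real 4 include Filip1l and Cmss1, listed at 0 in every FC library, so this count does not decide on chance. In unadjusted terms 8 splits had as many, with 1190 real and 1857 as the highest other, so chance cannot be excluded there. In Immo+FC against FC 0 genes were past the threshold in limma, with 1112 at an unadjusted p, so all 100 splits had as many, and the highest other had 1. As to unadjusted p, 8 did, with 1976 as the highest other. In Immo+FC against HC 5 splits had as many as the real 8, the highest other having 1388, so chance cannot be excluded there either. Counting unadjusted p, 12 did, with 1778 real and 3209 as the highest other.

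Single libraries stood apart from the others of their group in 27 of 300 groups by Dixon's test, 9.00%, where chance gives about 1 in 20 groups. In Immo+FC amygdala, library 1 had a learning and memory score of −0.19 (others 0.10 to 0.15), a long transcript score of −0.22 (0.21 to 0.24), Clock at 6.68 FPKM (9.18 to 9.61) and Myo5a at 30.3 FPKM (39.1 to 40.0). Library 2 had Grm2 at 7.89 FPKM (11.5 to 11.7) and Thbd at 2.96 FPKM (2.34 to 2.44). Library 3 had an immediate early score of 0.01 (0.16 to 0.19), and library 4 a choroid plexus score of −0.44 (1.39 to 1.57) and an erythroid score of −0.11 (−0.02 to 0.00).

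In HC amygdala, library 3 had a glucocorticoid response score of 0.09 (−0.29 to −0.17), a mural cell score of −0.15 (−0.02 to 0.04) and Lcn2 at 0.353 FPKM (0 to 0.0597). In FC amygdala, library 3 had a ribosomal protein score of 0.10 (−0.05 to 0.00), library 6 a pituitary hormone score of 4.81 (−0.66 to −0.34), library 2 Lcn2 at 0.661 FPKM (0 to 0.184) and library 5 Trhr at 5.30 FPKM (2.51 to 3.23). In HC blood, library 3 had a neutrophil score of 1.02 (−1.17 to −1.0), Adam8 at 21.3 FPKM (6.29 to 8.77), Fgd4 at 2.66 FPKM (1.08 to 1.29), Lcn2 at 214 FPKM (27.7 to 51.1) and Pbrm1 at 24.1 FPKM (7.07 to 9.95).

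In FC blood, library 5 had an eosinophil and basophil score of 0.50 (−0.27 to −0.09) and Lcn2 at 244 FPKM (59.2 to 93.8), and library 3 a platelet score of −0.23 (0.05 to 0.11) and Zhx2 at 10.1 FPKM (7.42 to 7.62). In Immo+FC blood, library 2 had a circadian score of −0.12 (−0.04 to −0.01) and library 5 a skeletal muscle score of −0.32 (0.07 to 0.19). The comparison of Immo+FC with HC, which the paper makes for expression only in 4 genes, had 27 genes past the threshold in amygdala and 8 in blood. The log2 fold change of FC against HC in blood minus that in amygdala was past the threshold of a permutation test for C1ql3 (−2.82), Sorl1 (0.87), Thada (0.75), Tra2a (−0.77), Galnt9 (−0.92), Abhd2 (0.79) and Kat6a (0.61), and that of Immo+FC against FC for Cdk5rap2 (−1.11) and Prkdc (−0.59).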

How the results depend on the processing

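The fits with the long transcript score, without pools 1 and 2 of Immo+FC and without HC libraries 3 and 4 of blood were chosen after the result was seen.

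Counts of genes past the threshold in limma rest on few libraries. In FC against HC amygdala the count of 2 was 500 with array weights and 26 with cell marker covariates, and 1 to 143 with a library left out, the latter without HC replicate 1. The count of 3 in Immo+FC against FC amygdala was 171 with array weights, 67 in a fit of only the 2 groups and 1 to 144 with a library left out, the latter without Immo+FC replicate 1. The share of lower genes there, 66.7%, was 8.96% in the fit of the 2 groups, 0 with median-ratio scaling, with cell marker covariates and without pools 1 and 2 of Immo+FC, and 0 to 66.7% with a library left out. The count of 27 in Immo+FC against HC amygdala was 16 with array weights, 6 without a minimum value, 40 with the long transcript score, 0 in the fit of only the 2 groups and without pools 1 and 2, and 0 to 148 with a library left out. The count of 4 in FC against HC blood was 195 without a minimum value, 198 with cell marker covariates, 11 with array weights and 1 to 19 with a library left out. It was 2 with the replicate number as a block, in the fit of only the 2 groups and with a minimum of 2 FPKM. In Immo+FC against FC blood it was 0 in limma in every fit, with 1112 genes at an unadjusted p, 381 with cell marker covariates. The count of 8 in Immo+FC against HC blood was 361 with array weights, 105 without a minimum value, 102 with a pseudocount of 1, 85 with quantile normalization and 1 to 296 with a library left out. It fell to 3 with a pseudocount of 0.01, 2 in the fit of only the 2 groups and 1 with cell marker covariates. The overlap of tissues was 1 in FC against HC, 38 with array weights and 1 to 7 with a library left out, and 0 in Immo+FC against FC in limma, where 91 genes had an unadjusted p under 0.05 in both tissues, 7 with array weights and 0 to 2 with a library left out. The r between the comparisons that share FC, −0.264 in blood, was −0.032 with cell marker covariates and −0.041 without HC libraries 3 and 4. Genes expressed in blood only were 464 with any mean above 0 counted.

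Gene list calls by camera were all lost with an estimated correlation, to 0 in each comparison of amygdala and blood, and fry called 0 lists in FC against HC and Immo+FC against FC amygdala and in Immo+FC against FC blood.

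With the replicate number as a block the count was 160 in FC against HC amygdala, 62 in Immo+FC against FC amygdala with 6.45% lower, and 0 in Immo+FC against HC amygdala, and the overlap of tissues in FC against HC was 8. Correlations of libraries with the same number were −0.257 to 0.025 in FC against HC amygdala and −0.25 to 0.144 in Immo+FC against FC amygdala. In Immo+FC against HC amygdala, where the block takes 27 genes to 0, they were −0.14 to 0.31, with a mean of 0.094 against −0.018 for other numbers, and 2 of 4 libraries correlated best with their own number. No comparison had every pair over 0.1, so the block was not taken as a pairing.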

Differences from the paper's values

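The log2 ratio of group means was computed after the result was seen, and no other test in this part was.

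The paper reports 607 genes changed in FC against HC amygdala, and 2 were past the threshold in limma here. Of 26 alternatives set before the data were examined, the highest count was 500, with limma's array weights, still below the paper's. For FC against HC blood the paper reports 352 and the count here was 4, for Immo+FC against FC amygdala 516 and 3, and for Immo+FC against FC blood 468 and 0 in limma, with 1112 at an unadjusted p. No alternative removed the differences in FC against HC blood, Immo+FC against FC amygdala or Immo+FC against FC blood. In FC against HC amygdala 1 of the 26 alternatives, array weights, was counted as not differing from the paper's number.

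By the paper's rule for both tissues, Table 2 has 32 genes and 1 qualified here. With limma's array weights, 1 of 40 alternatives, the number was above the paper's. Table 4 has 27 genes and 0 qualified with limma, of 91 at an unadjusted p in both tissues, which differs in all 40 alternatives, the highest being 7 with limma's array weights. Of the genes of Table 2 the paper has 9 past the threshold in both tissues and 0 were here, and of those of Table 4 it has 10 and 0 were here with limma, in every alternative.

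The paper reports 580 genes expressed in blood only, and 1042 were found at a minimum of 0.1 FPKM. With every mean above 0 counted, 1 of 33 alternatives, the number was 464, below the paper's. For Lcn2 in Immo+FC against FC amygdala the paper has a log2 fold change of 3.36 and it was 1.94 here as a mean of logs and 3.34 as the log2 ratio of group means, the scale on which all 118 values of Tables 2 and 4 lie within 0.046 of the paper's. As a mean of logs it did not differ with a pseudocount of 0.01 and without Immo+FC amygdala replicate 3. For Gh in the same comparison the paper has −4.49 and it was −0.70 here as a mean of logs, which differs in every alternative, and −4.49 as the log2 ratio of group means. On that scale neither gene differs from the paper. The pituitary hormone score in FC amygdala was 4.81 in library 6 and −0.66 to −0.34 in the other libraries. The FC mean of Gh, a pituitary hormone gene, may therefore rest on library 6.

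The paper's text states that 84.3% of the genes of Immo+FC against FC amygdala were higher in FC. In its Table S5 as held here, 434 genes are higher in Immo+FC and 80 in FC. The text names Thbd among genes with similar patterns in Immo+FC and HC, while its level in amygdala was 2.54 FPKM in Immo+FC and 1.65 FPKM in HC.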

Other observations

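No gene list in this part was chosen after the result was seen, and the comparison with the long transcript score was.

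Genes of protein folding and of glucocorticoid response had higher values in Immo+FC than HC amygdala, groups that the paper does not compare over all genes. Hspa5 rose from 90.8 ± 18.3 FPKM in HC to 143 ± 11.3 FPKM (SD, n = 6 and 4), a log2 fold change of 0.68 (standard error 0.12) with an adjusted p of 0.0339 from limma. The merged entry of Pdia4, a disulfide isomerase of the ER, and Mir704 rose from 12.6 ± 2.19 to 20.2 ± 2.14 FPKM with an adjusted p of 0.0206 from limma, and Herpud1 had an adjusted p of 0.0494 and Xbp1 one of 0.0362 from limma. Of 23 ER chaperone genes 3 rose over all genes and 16 when adjusted over the list alone, and limma's camera gave an adjusted p of 4.01e-18 with its preset correlation and adjusted p = 0.0866 with an estimated correlation. Of 23 glucocorticoid response genes 3 rose over all genes and 10 when adjusted over the list alone, among them Tsc22d3 with a log2 fold change of 0.52, Sult1a1 with 0.69 and Plin4 with 1.38, and limma's camera gave an adjusted p of 4.78e-09 with its preset correlation and adjusted p = 0.0689 with an estimated correlation. Of 21 heat shock genes 1 rose over all genes, Chordc1, and 15 when adjusted over the list alone, and limma's camera gave an adjusted p of 4.59e-16 with its preset correlation and adjusted p = 0.0898 with an estimated correlation. Limma's fry called these 3 lists at adjusted p of 0.00789, 0.00789 and 0.0128. Per2 rose to 9.74 ± 1.15 FPKM, with 1 of 21 circadian genes past the threshold over all genes, and limma's camera gave an adjusted p of 3.16e-05 with its preset correlation and adjusted p = 0.233 with an estimated correlation. Of 34 immediate early genes, 0 were past the threshold over all genes and 5 were higher when adjusted over the list alone. The 5 were 1 to 12 with a library left out and 14 with cell marker covariates. For this list limma's camera gave an adjusted p of 4.71e-07 with its preset correlation and adjusted p = 0.424 with an estimated correlation.

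In all, 27 genes passed in this comparison, 16 higher and 11 lower, and 0 with the replicate number as a block, in a fit of only the 2 groups, and without HC library 2 or 5 or Immo+FC library 1, 2 or 3. The 27 were 3 and 4 without HC library 1 and 6, 79 without HC library 3, 148 without Immo+FC library 4, and 15, 7 and 5 without FC library 2, 3 and 4. They were 0 without pools 1 and 2 of Immo+FC, where 6 ER chaperone genes and 5 glucocorticoid response genes were still higher when adjusted over the list alone. Other genes that rose included Rasd1 (0.88), Irf9 (0.55), P4ha1 (0.55) and Lonrf3 (0.54), with log2 fold changes in parentheses. Those that fell were Nxpe4 (−0.63), the cold-induced RNA-binding protein Cirbp (−0.53), Zfp46 (−0.50), Pnpla3 (−0.39), Cd276 (−0.38), Tcta (−0.38), Mri1 (−0.37), the microglial receptor P2ry12 (−0.36), Ilvbl (−0.30), Sprn (−0.22) and Rae1 (−0.20). Choroid plexus markers had a median log2 fold change of 1.27 with 0 past the threshold. With the long transcript score as a covariate 40 genes passed, the 27 among them. In the same direction as FC against HC, the ER chaperone score was 0.23, 0.20, 0.06 and 0.08 in Immo+FC.

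In blood, Immo+FC against HC had 8 genes past the threshold. Crispld2, a secreted protein of granulocytes, rose from 0.355 ± 0.290 to 6.86 ± 5.25 FPKM (SD, n = 4 and 5), Ceacam10 had a log2 fold change of 2.69 and Pag1 0.66. Rapgef4 (−1.19), Ncdn (−0.77) and Rasa4 (−0.90) fell, and Filip1l and Cmss1 were listed at 0 in Immo+FC. Without pools 1 and 2 of Immo+FC 1 gene passed, as with cell marker covariates and without HC library 4, while 296 passed without HC library 3. Of 23 neutrophil markers 17 were higher when adjusted over the list alone and 0 passed over all genes. The number higher ran from 3 to 17 with a library left out. With cell marker covariates, which include the neutrophil score, 1 was higher and 1 lower. For these markers limma's camera gave an adjusted p of 4.38e-11 with its preset correlation and adjusted p = 0.493 with an estimated correlation. Of 26 neuron and glia genes 1 passed over all genes and 16 were lower when adjusted over the list alone, and limma's camera gave an adjusted p of 1.32e-12 with its preset correlation and adjusted p = 0.366 with an estimated correlation. The 16 were 12 to 18 with a library left out. Without HC libraries 3 and 4, 1 of 23 such genes was lower in this way, at a median log2 fold change of −0.87. Fkbp5 was at 11.7 ± 4.66 FPKM in Immo+FC and 5.70 ± 1.43 FPKM in HC and was higher when adjusted over the list alone. Such calls among glucocorticoid response genes rest on few libraries. The number higher was 0 with the replicate number as a block and 0 to 3 with a library left out. It was 1 with cell marker covariates and 2 without HC libraries 3 and 4. Genes at an unadjusted p under 0.05 in both tissues numbered 235 where 197 were expected, and 73.2% of them ran in the same direction.

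The log2 fold changes of FC against HC and of Immo+FC against FC had a Pearson r of −0.589 across amygdala genes and −0.264 across blood genes. Both share the FC libraries, which lowers r with no effect at all. Simulations without effects gave a median r of −0.471 (−0.769 to 0.490) in amygdala and −0.499 (−0.810 to 0.058) in blood. The r of each tissue thus lay within its simulated range. In amygdala the covariance was −0.0325 and its mean in simulations without effects −0.0140, with 1 of 100 simulations as low, and r was −0.312 at the median with the FC libraries split between the comparisons (−0.424 to −0.132). In blood the covariance was −0.0400 and simulations gave −0.0557, 72 of 100 as low, and the split gave an r of −0.029. The covariance of amygdala thus lay at the lower end of the simulated values and that of blood within them. The genes of amygdala include the merged Meg3 entry, which was listed at 0 in every FC library. Its log2 fold changes were −12.49 in FC against HC and 12.36 in Immo+FC against FC, which lowers the covariance. The covariance without this entry was not computed, so its share of the low value is not known.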
